# Identification of Genes Associated with Lemon Floral Transition and Flower Development during Floral Inductive Water Deficits: A Hypothetical Model

**DOI:** 10.3389/fpls.2017.01013

**Published:** 2017-06-13

**Authors:** Jin-Xue Li, Xiao-Jin Hou, Jiao Zhu, Jing-Jing Zhou, Hua-Bin Huang, Jian-Qiang Yue, Jun-Yan Gao, Yu-Xia Du, Cheng-Xiao Hu, Chun-Gen Hu, Jin-Zhi Zhang

**Keywords:** citrus, *FLOWERING LOCUS T*, flowering time, hormone, lemon, water deficit

## Abstract

Water deficit is a key factor to induce flowering in many woody plants, but reports on the molecular mechanisms of floral induction and flowering by water deficit are scarce. Here, we analyzed the morphology, cytology, and different hormone levels of lemon buds during floral inductive water deficits. Higher levels of ABA were observed, and the initiation of floral bud differentiation was examined by paraffin sections analysis. A total of 1638 differentially expressed genes (DEGs) were identified by RNA sequencing. DEGs were related to flowering, hormone biosynthesis, or metabolism. The expression of some DEGs was associated with floral induction by real-time PCR analysis. However, some DEGs may not have anything to do with flowering induction/flower development; they may be involved in general stress/drought response. Four genes from the phosphatidylethanolamine-binding protein family were further investigated. Ectopic expression of these genes in *Arabidopsis* changed the flowering time of transgenic plants. Furthermore, the 5′ flanking region of these genes was also isolated and sequence analysis revealed the presence of several putative *cis*-regulatory elements, including basic elements and hormone regulation elements. The spatial and temporal expression patterns of these promoters were investigated under water deficit treatment. Based on these findings, we propose a model for citrus flowering under water deficit conditions, which will enable us to further understand the molecular mechanism of water deficit-regulated flowering in citrus.

**Highlight:**

Based on gene activity during floral inductive water deficits identified by RNA sequencing and genes associated with lemon floral transition, a model for citrus flowering under water deficit conditions is proposed.

## Introduction

The transition from vegetative to reproductive growth is an important life-history event for flowering plants (Khan et al., 2014). Studies on the biology of flowering of model plants have identified several flowering regulatory pathways, such as the vernalization, photoperiod, circadian clock, age, autonomous, and gibberellin (GA) pathways (Khan et al., 2014). Different signaling pathways responding to endogenous and environmental signals converge on several floral integrator genes including *FLOWERING LOCUS T* (*FT*), *CONSTANS* (*CO*), *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*), *FLOWERING LOCUS C* (*FLC*), *LEAFY* (*LFY*) (Wahl et al., 2013; Khan et al., 2014). Among them, *FT* encodes a mobile florigen signal. *SOC1* encodes a MADS box protein and regulates the expression of floral meristem identity genes (*LFY*), which links floral induction, inflorescence development and flowering (Liu et al., 2008). *FLC* is also a MADS box gene and strong suppressor of flowering (Michaels and Amasino, 1999). Other genes such as *SHORT VEGETATIVE PHASE* (*SVP*), *TERMINAL FLOWER 1* (*TFL1*), *TWIN SISTER OF FT* (*TSF*), and *BROTHER OF FT* and *TFL1* (*BFT*) are known to be suppressors of flower development and flowering (Guitton et al., 2012; Kazan and Lyons, 2016). Recent studies suggested that these genes are also key regulators of flower development and flowering time in citrus (Tan and Swain, 2007; Zhang et al., 2009a,b; Li et al., 2010; Chica and Albrigo, 2013a).

Traditionally, plant stress-regulated flowering is not formally recognized as a flowering pathway in past studies (Franks et al., 2007; Kazan and Lyons, 2016). However, several studies suggested that stress factors play key roles in controlling plant flowering (Chica and Albrigo, 2013a; Shanker et al., 2014; Kazan and Lyons, 2016). Water deficit is main stress factor that affects agricultural production, particularly irrigated land. For many annual and perennial plants, the emergence of flowering coincides with water deficit stress to ensure successful reproduction, a response known as “drought-escape” (Franks et al., 2007; Kazan and Lyons, 2016). Interestingly, flowering pathways play key roles in modulating drought tolerance (Riboni et al., 2013; Kazan and Lyons, 2016). Genetic knockouts in *Arabidopsis* have connected water deficit to ABA signaling as well as to several important genes in the flowering pathway (Kooyers, 2015). *GIGANTEA* (*GI*), *FT*, and *TSF* are key regulators of the drought-escape response (Riboni et al., 2013, 2016). Drought led to increased peak levels of *GI*. The mutant *gi* could not flower under drought stress (Riboni et al., 2013). The latest evidence suggests that ABA-dependent control of *GI* transcription enables “drought-escape” via up-regulation of *FT* expression in model plants (Riboni et al., 2016). *GI* does have other roles in carbon signaling and starch metabolism as well as interactions with the GA pathway (Putarjunan and Rodermel, 2014). Although genetic mechanisms connecting the drought response and flowering have been elucidated in model plants, how plants regulate flowering in response to drought remains poorly understood in woody plants.

Citrus is one of the most important and widely fruit crops (Tan and Swain, 2007; Xu et al., 2013). Citrus mainly bloom in the spring following the winter rest period in subtropical climates, similar to the normal response for temperate-zone deciduous fruit trees. However, the flowering of some important citrus varieties is induced during the dry season with flowering after the first effective rains of the rainy season in tropical regions (Chica and Albrigo, 2013a). Therefore, low-temperatures and water deficit are two key factors in flowering induction in sweet orange (Moss, 1969). Low-temperature (15°C) has been shown to directly affect the expression of *FT* homologs in Satsuma mandarin (Nishikawa et al., 2007). In sweet orange, *FT* responds rapidly (overnight) to floral inductive low-temperatures and requires alternation of light and dark cycles during induction (Chica and Albrigo, 2013b). In addition, some MADS box genes are also involved in the low-temperature regulation of flowering and bud dormancy in trifoliate orange typically *FLC* and *SVP* (Zhang et al., 2009a; Li et al., 2010). *PtFLC* was up-regulated expression during endodormancy (winter), and its expression is reduced after dormancy release (spring) in trifoliate orange (Zhang et al., 2009a). Similarly, *PtSVP* has also been involved in terminal bud formation and growth cessation (Li et al., 2010). Water deficit is another key floral inductive factor described in citrus (Southwick and Davenport, 1986; Chica and Albrigo, 2013a). For example, exposure to severe water deficit for 5 weeks produced maximum flowering intensity compared with milder deficit in Tahiti lime (*Citrus latifolia*) (Southwick and Davenport, 1986). A recent report suggested that water deficit induces flowering through the up-regulation of *FT* (Chica and Albrigo, 2013a). However, reports on the molecular mechanisms of floral induction and flowering by water deficit in citrus are still scarce. Therefore, enhanced understanding of the links between water deficit and flowering is essential for engineering drought tolerance in citrus.

To understand the impacts of water deficit on floral induction in lemon, we treated 1- to 2-year-old lemon [*C. limon* (L.) Burm. f.] trees cultivar (Femminello) and observed their morphological changes. We also examined gene expression by RNA sequencing, identifying 1000s of genes potentially involved in water deficit responses in flowering induction. In particular, we found that four genes from the phosphatidylethanolamine-binding protein (PEBP) family were important for flowering of lemon. Together, the results provide evidence for regulation of citrus floral induction under water deficit conditions and establish a foundation for advanced research on functional flowering genes in citrus and similar plants.

## Materials and Methods

### Plant Material and Experimental Conditions

All plants were grown in the greenhouse of the Institute of Tropical and Subtropical Cash Crops, Yunnan Academy of Agriculture Sciences. We used 2-year-old lemon trees (Femminello) propagated by bud grafting to trifoliate orange rootstocks, 80 and 15 healthy trees were selected for water deficit-treated and control, respectively. The trees ranged in height from 1 to 1.5 m growing in 52-cm plastic pots containing potting mix of commercial medium and perlite (3:1). Trees in the greenhouse were exposed to natural variations in photoperiod throughout the experiment during Summer (from June to July) 2015. Before the water deficit treatment, trees were kept in a greenhouse and watered every 2 days to saturation. Minimum and maximum temperatures were 23 and 31°C, respectively. At the beginning of the water deficit, trees were fully watered and soil moisture was measured 4 h later by Theta probe type ML2x (Delta-T Devices Ltd., Cambridge, England), and the soil water naturally evaporated until reaching the set level (around 15%). Then the soil moisture was maintained by accurately watering according to the daily loss of water (pots were weighed and watered thrice per day). Leaf water potential was measured with a pressure chamber (PMS Instrument Co., Corvallis, OR, United States), thrice per day (10:00 am, 2:00 pm, and 6:00 pm). After 2 weeks, trees were fully watered. In this study, the soil moisture was measured three times per pot and leaf water potential was detected once per plant with the values indicated as the mean ± SE of three plant leaves, all treated plants were investigated. When the plants were fully watered, the soil moisture was about 30%, and the corresponding leaf water potential was near –1 MPa. Under water deficit treatment, soil moisture levels were maintained at around 15% corresponding to approximately 50% of the control, and the corresponding water potentials were around -1.5 MPa. In this study, terminal bud and the following five buds from flushes were collected at three stages (stage 1: 1 week before water deficit; stage 2: 1 week after the beginning of water deficit; and stage 3: 1 week after releasing from water deficit). It is worth noting that flower buds were visible to the naked eye at stage 3. To analyze the expression of *CiFT*, leaf sample was also collected. Only mature healthy fully expanded leaves were randomly collected from the three most apical nodes of shoots. Considering that *CiFT* might be affected by light, all leaves were sampled at 10:00 am. In this study, bud and leaf samples were collected from three groups of trees used as three biological repeats, each group containing three trees. All plant tissues were sampled, immediately frozen in liquid nitrogen, and stored at –80°C until used.

For morphological observation, 15 water deficit-treated and 15 untreated trees were selected and tagged, respectively. For flowering evaluation, each shoot as a statistical unit (**Figure 1A**). All shoots of each tree were counted, no flowering shoots as vegetative shoots. The data were processed using one-way analysis of variance (ANOVA), and significant differences were compared based on Student’s *t*-test. *P* < 0.01 was considered significant. Paraffin section analysis was performed as described by Yao et al. (2007), approximately 500 buds were selected and tagged under a similar growing condition. Ten shoots from lemon derived from these buds were collected every 4 days before the water deficit treatment and every 2 days beginning of water deficit.

**FIGURE 1:**
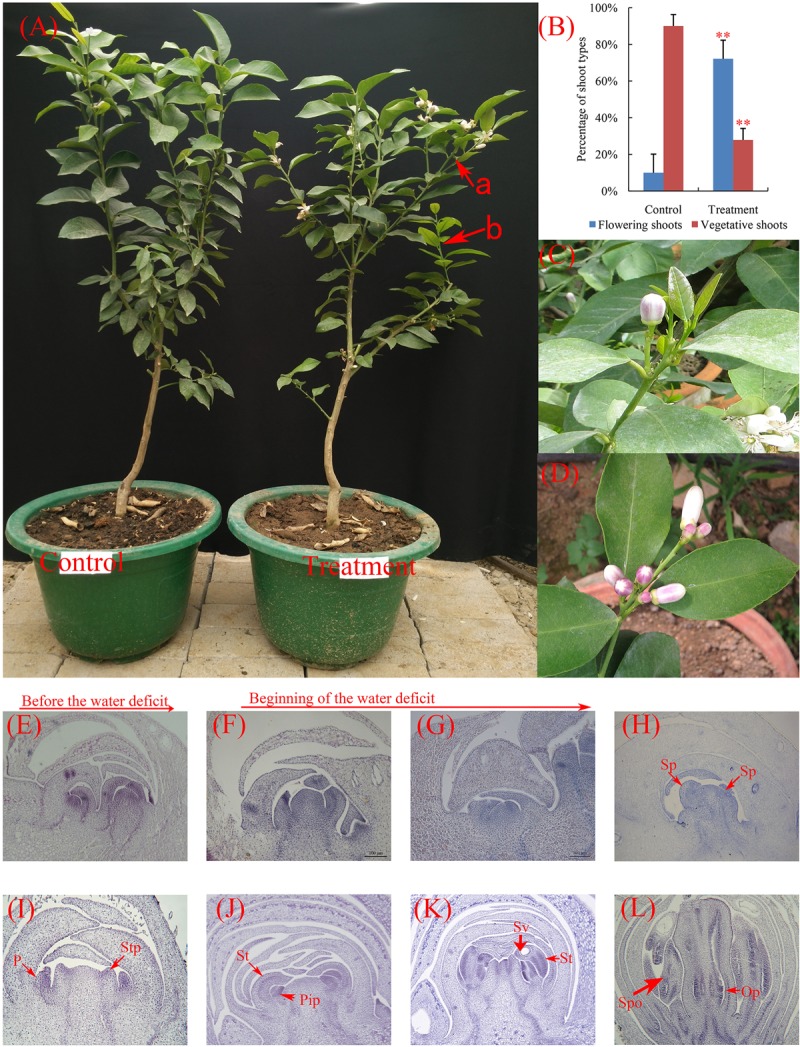
Phenotypic characteristics and cytological changes of lemon during floral inductive water deficits. **(A)** The control and water deficit-treated plants after resumption of irrigation. a, a statistical unit of flowering shoot; b, a statistical unit of vegetative shoot. **(B)** Effect of water deficit on flowering of lemon. The data were processed using one-way analysis of variance (ANOVA), and statistical differences were compared based on Student’s *t*-test, taking *P* < 0.01 as ^∗∗^. **(C)** Single flowers from the water deficit-treated plants. **(D)** Leafless inflorescences from the water deficit-treated plants. **(E–L)** The floral differentiation on lemon buds. The integrated flower bud was formed in 2 or 3 weeks, and then flower bud began flowering. **(E)** Undetermined state. **(F)** Lateral bud growth resumes. **(G,H)** Flower primordium forms and sepal primordia arise. Sp, sepal primordia; P, petal; **(I,J)** Stamen primordia arise. Stp, stamen primordia; Pip, pistil primordia; **(K)** Stamen and pistil primordia arise. St, stamen; Sv, secretion vesicle. **(L)** Fully developed floral bud. Spo, sporogenous; Op, ovule primordia. The bars represent 50 μm **(E–H)** and 100 μm **(I–L)**.

### Hormone Treatments on Lemon Trees

Trees were randomly divided into five groups with 15 plants per group and subjected to treatments in a growth chamber with adjustable temperature (Minimum and maximum temperatures were 23 and 31°C, respectively). These trees were treated by spraying 40 mg L^-1^ of GA_3_, 100 mg L^-1^ of ABA, 40 mg L^-1^ of NAA, and 800 mg L^-1^ of paclobutrazol (PBZ, a GA biosynthesis inhibitor) onto entire trees with a hand-gun sprayer, using approximately 0.5 L per tree and wetting the tree to the point of run-off. Meanwhile, a non-ionic wetting agent (Tween 20, 20% w/v) was added at a rate of 0.05% v/v in all treatments. Water-treated trees served as control. Samples were collected at 15-days intervals until flower bud formation of PBZ-treated trees (visible to the naked eye). The *CiFT* expression was measured in leaves, whereas other genes were measured in buds.

### RNA Extraction and Sequencing

Total RNA was extracted as previously described (Zhang et al., 2009b). The libraries were produced and sequenced using Illumina’s Genome Analyzer (Solexa; Illumina, San Diego, CA, United States). The sequencing and data analysis were carried out essentially as described in previous studies (Mortazavi et al., 2008; Conesa et al., 2016). In this study, three biological replicates were carried out for the RNA Seq analysis. Raw sequence reads were filtered for quality using the FASTX-Toolkit (Blankenberg et al., 2010). All clean reads were mapped to the citrus genome^1^ (Xu et al., 2013) using Burrows–Wheeler Aligner (BWA) software (Li and Durbin, 2010). In this study, the NOIseq was used to identify differentially expressed genes, probability ≥ 0.8 and the absolute value of log_2_^Ratio^ ≥ 1 were used as the threshold (Tarazona et al., 2011). Gene annotation was conducted using the Blast2GO program (Conesa et al., 2005). The alternative splicing (AS) events from different stages were identified using TopHat (Trapnell et al., 2009). All the junction sites of the same gene were used to distinguish the type of AS events, including alternative 5′-splice sites (A5SS), alternative 3′-splice sites (A3SS), skipped exons (ES), and retained introns (RI). During the analysis of the AS *CiFT*, we found that two PCR products were generated by a pair of *CiFT* primers, implying the existence of *CiFT* AS in lemon. By comparing the two *CiFT* cDNA sequences, we discovered that one splicing product contained 88 amino acids of open reading frame (ORF) because of intron 2 and 3 retention compared with a typical *CiFT* gene. Thus, we designated this form as *CiFT2*β and the full-size transcript as *CiFT2*α.

### Real-Time PCR Verification

Real-time PCR was performed with SYBR Green I chemistry (Qiagen, Hilden, Germany) as described previously (Zhang et al., 2009b, 2014). All primers are listed in **Supplementary Table S1**. Data were evaluated by using the LightCycler 480 software version 1.5 (Roche Applied Science, Mannheim, Germany) and normalized to expression of β-*actin* (Zhang et al., 2014). Three independent biological replications of each sample and four technical replications of each biological replication were used for real-time PCR.

### Quantification of Hormones

The samples for ABA, IAA, and GA_3_ quantification were prepared according to a previously reported protocol (Pan et al., 2010; Wu et al., 2014). The Icon Isotopes of internal standard (d_6_-ABA, d_5_-IAA, and d_2_-GA_3_) were used for ABA, IAA, and GA_3_, respectively. An Agilent 1100 HPLC (Agilent Technologies, Santa Clara, CA, United States), C18 column (150 mm × 2.1 mm, 5 μm; Waters, Milford, MA, United States), and API3000 MS-MRM (Applied Biosystems, Foster City, CA, United States) were used for the analysis (Pan et al., 2010; Wu et al., 2014). Three biological replications were assayed for each sample in this study.

### *Arabidopsis* Transformation and Histochemical Localization of *GUS* Activity

To generate the over-expression vectors of *CiFT*α, *CiFT*β, *CiBFT*, *CiTFL1*, and *CiMFT*, each full-length cDNA sequence was cloned into the binary vector pBI121 with the ClonExpress One Step Cloning Kit (Vazyme Biotech Co., Ltd., Nanjing, China) according to the manufacturer’s instructions, respectively. Meanwhile, the promoter of *CiFT*, *CiBFT*, *CiTFL1*, and *CiMFT* was also cloned into the DX218 vector, respectively. The floral dipping transformation method was used in this experiment (Clough and Bent, 1998). The surviving plants were transplanted into soil and grown under long-day conditions (16 h light/8 h dark) at 22 ± 1°C. Morphological analyses were investigated in the transgenic plants T_3_. The number of rosette leaves and days to flowering were counted when transgenic plants bore a 1-cm-long inflorescence (Li et al., 2010; Sun et al., 2014).

### Water Deficit Treatment and Histochemical Localization of GUS Activity in *Arabidopsis*

Seeds from transgenic plants T_3_ were vernalized in the dark at 4°C for 1 week before sowing. Approximately 200 vernalized seeds were sown on a plastic plate (9-cm), then the plates with seeds were transferred into a Percival growth chamber (Percival Scientific, Percival AR41L2), which was set at standard conditions (22°C, 60% humidity, 16 h light/8 h dark, ∼300 μmol m^-2^ s^-1^ photon flux) until two-leaf stage. When the seedlings reach two-leaf stage, extra seedlings were removed, leaving approximately 100 plants per plate under similar growth status. For the drought treatments, the relative air humidity in the chamber was adjusted to 30% to accelerate the water evaporation at the beginning of the water deficit. Meanwhile, treated plants stop watering and soil moisture was measured by Theta probe type ML2x. Soil moisture levels were maintained at around 15% corresponding to approximately 50% of the control. After 3 days, whole plant material was collected. GUS staining was performed as previously described (Zhang et al., 2014). In this study, three independent transgenic lines for each promoter were analyzed.

## Results

### Flowering Response Induced by Water Deficit Treatment

Lemon trees produced more flowers than control trees under water deficit condition (**Figure 1A**). Under control condition, very few flowering shoots (10% of total shoots) were produced in irrigated trees, whereas 72% of shoots flowered when trees were exposed to water deficit (**Figure 1B**). Most of the flowers formed in trees were of the axillary flower under water deficit condition (flower from axillary buds, **Figures 1C,D**). These results indicated that the water deficit treatment was effective method at inducing lemon flowering.

To examine cytological changes of buds during floral inductive water deficits, buds were collected, fixed, and stained with hematoxylin for microscopic examination (**Figures 1E–L**). The paraffin sections analysis of buds showed that lemon do not flower bud differentiation, begin to produce vegetative buds before water deficit (**Figure 1E**). Under water deficit conditions, the floral buds rapidly initiated differentiation (about 3–4 days after the beginning of water deficit, **Figures 1F–H**). Floral development hastened differentiation and produced the primordia of the floral organ including sepal, petal, stamen, and pistil (**Figures 1H–L**). The whole integrated flower bud was formed in 2 or 3 weeks, and then part of the flower bud began to flowering.

### Analysis of Dynamic Changes in Bud Transcriptome with RNA Sequencing

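The data on the bud transcriptome are 9 RNA sequencing libraries of lemon buds, with 3 biological replicates at each of 3 stages. Each replicate was taken from its own group of trees. Watered trees of the same dates are not among these libraries, so the stages differ in date as well as in water supply. The authors filtered the reads, mapped them with BWA to the sweet orange genome and deposited 1 FPKM value per gene and library for 22353 genes, with 2 decimals. FPKM is already divided by the size of the library and the length of the gene, and read counts were not analysed here. To compare the stages, log2(FPKM + 1) was fitted with limma, with its trend option and 1 mean per stage over all 9 libraries. The fit covered the 17729 genes with an FPKM of at least 1 in at least 3 libraries. A gene was called differentially expressed when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was at least 1. The log2 fold changes of this fit are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Gene identifiers are those of the sweet orange annotation, and gene names are the descriptions of Supplementary Table S2 or the best protein match in the deposited table.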

To analyze dynamic changes in the lemon bud transcriptome during floral inductive water deficits, RNA sequencing was performed on lemon buds at three stages (stage 1: 1 week before water deficit; stage 2: 1 week after the beginning of water deficit; and stage 3: 1 week after releasing from water deficit). After removing low-quality reads, approximately 28 million clean reads were obtained for each biological replicate. 

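FPKM values do not carry the number of reads, so the depth of the libraries was compared through their lowest values. The lowest FPKM of a gene is what 1 read is worth in that library, and it is the same in libraries of the same depth. For 351 genes, the values above 0 in 5 chosen libraries, at least 3 per gene, were whole multiples of their lowest value within 3.5%. That lowest value was taken as 1 read, so the median of 1.0 in each of the 5 libraries is largely fixed by the choice. Relative to that lowest value, 1 read was worth 1.158 times as much in stage 2 replicate 3 and 1.074 times in stage 3 replicate 1. It was worth 1.028 times as much in stage 1 replicate 1 and 0.949 times in stage 3 replicate 3. A higher value goes with fewer mapped reads when the fragments have the same length. Between 19956 and 20099 genes had an FPKM above 0 in a stage 1 library, between 19210 and 19579 in a stage 2 library and between 19716 and 19752 in a stage 3 library. The 20 highest genes took from 10.3% to 12.1% of the summed FPKM of a library. Pearson's r of log2(FPKM + 1) between replicates of the same stage, taken across genes, which are not independent replicates, lay between 0.982 and 0.986. The spread between replicates beyond the sampling of reads was 1.11% to 1.54% of the value for the 3 pairs of stage 1 libraries. It was 3.1% between stage 2 replicates 1 and 2, 5.5% and 6.79% for the pairs with stage 2 replicate 3, and 2.35% to 4.21% at stage 3. In the genes of at least 500 FPKM the coefficient of variation of the stage 1 pairs was 2.08% to 2.47%, against 1.43% to 1.44% from read sampling. For 2 of the 3 stage 1 pairs the 95% bootstrap lower limit of the spread beyond sampling was 0.0, so their SD holds little more than read sampling. They were counted as 3 replicates because the paper describes 3 groups of trees, and the values do not show this by themselves.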

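Of the 22353 genes of the deposited table, 21947 had an FPKM above 0 in at least 1 library of stage 1 or stage 2. Their mean FPKM over 3 replicates was higher at stage 2 for 11483 genes, lower for 10378 genes and equal for 86 genes. In 5063 genes every stage 2 library lay above every stage 1 library, and in 4282 genes every stage 2 library lay below. By chance 10% of genes separate in this way with 3 libraries against 3. The change stayed under 2-fold on the log2(FPKM + 1) scale in 93.1% of the detected genes. The median FPKM of a library was 13.3 to 13.5 at stage 1 and 13.8 to 14.6 at stage 2. Division of each library by its median therefore lowers all genes of stage 2 against stage 1, and 10124 genes were then higher and 11823 were lower. Without stage 2 replicate 3, 10938 genes were higher and 10865 were lower.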

From stage 1 to stage 2, of the 21,947 read-mapped genes detected, more genes were up-regulated (11,490) than down-regulated (10,457). From stage 2 to stage 3, of the 21,763 read-mapped genes detected, more genes were down-regulated (11,956) than up-regulated (9807). Similarly, of the 21,947 read-mapped genes detected from stage 1 to stage 3, more genes were down-regulated (11,055) than up-regulated (10,892). 

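An FPKM above 0 in at least 1 library of stage 2 or stage 3 was found for 21763 genes. The mean was lower at stage 3 for 11904 genes, higher for 9812 genes and equal for 47 genes. The libraries of both stages did not overlap in 4842 genes that were lower and 3724 genes that were higher at stage 3. With each library left out in turn, the number of higher genes was 9587 to 10288, and the lower genes remained more numerous in each of these counts and under median scaling. Of the detected genes, 93.4% changed by less than 2-fold.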

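For stage 1 and stage 3, 22024 genes had an FPKM above 0 in at least 1 of the 6 libraries. The mean was lower at stage 3 for 11049 genes, higher for 10884 genes and equal for 91 genes, a difference of 0.7% of the detected genes. Non-overlapping libraries were found in 4069 genes that were lower and 4067 genes that were higher. Among the genes with a mean FPKM of at least 1 in 1 of both stages, 9063 were higher and 8628 were lower, so the direction of this small difference changed with the filter on low values. Under median scaling 10014 genes were higher and 12010 were lower, a difference of 9.1%. The direction also changed without stage 1 replicate 1 (10991 higher, 10830 lower) and without stage 1 replicate 3 (11008 higher, 10766 lower). The change was under 2-fold in 95.3% of the genes.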

A total of 22,354 non-redundant genes were expressed during floral inductive water deficits when the data from the three stages were combined. Of these, 406 were not observed from stage 1 to stage 2, 326 were not found from stage 2 to stage 3, and 591 were not found from stage 1 to stage 3.

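All 22353 genes of the deposited table had an FPKM above 0 in at least 1 of the 9 libraries. By stage, 21351 genes were above 0 in at least 1 replicate of stage 1, 20811 at stage 2 and 21060 at stage 3. Values above 0 in all 3 replicates were found in 18773, 18145 and 18470 genes, respectively, and in 19459 genes for at least 1 stage. A stage mean of at least 1 FPKM was reached by 17983 genes. With 1 library left out at a time, 22183 to 22275 genes were above 0.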

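In the deposited values, 406 genes had an FPKM of 0 in all libraries of stage 1 and stage 2 and were therefore seen at stage 3 alone. At stage 2 and stage 3 together, 590 genes were at 0, and at stage 1 and stage 3 together, 329 genes were at 0. The genes seen at a single stage had low values, with a median stage mean of 0.133 FPKM for stage 3, 0.123 FPKM for stage 1 and 0.14 FPKM for stage 2. Only 13, 26 and 9 of them, respectively, were above 0 in all 3 replicates of that stage. For the others, a value of 0 in a library was not distinguishable from a low level at this depth.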

.

### Large-Scale Identification of Alternative Splicing by RNA Sequencing

To explore potential AS events during floral inductive water deficits, gene structure analyses of AS genes were performed. When combining cDNA of the sweet orange genome (Xu et al., 2013) and RNA sequencing data, more than 27% (12,041) of the multi-exon genes contained at least one AS event. In this study, we detected 45,752 splice junctions in 10,689 genes at stage 1, 43,365 splice junctions in 10,193 genes at stage 2, and 42,734 splice junctions in 10,125 genes at stage 3 (**Figure 2A**). We also identified the following four common types of AS: A3SS, A5SS, ES, and RI. At stage 1, classification of the 45,752 splice junctions showed that 807 (1.8%) splice junctions corresponded to ES, 2488 (5.4%) corresponded to A5S, 4563 (10.0%) corresponded to A3S, and 38,894 (85.0%) corresponded to IR. At stage 2, of the 43,365 splice junctions 610 (1.4%) splice junctions corresponded to ES, 2213 (5.1%) corresponded to A5S, 4043 (9.3%) corresponded to A3S, and 36,503 (84.2%) corresponded to IR. At stage 3, of the 42,734 splice junctions 685 (1.6%) splice junctions corresponded to ES, 2038 (4.8%) corresponded to A5S, 3743 (8.6%) corresponded to A3S, and 36,268 (84.9%) corresponded to IR (**Figure 2B**). Intron retention was the most prevalent mechanism. There might be two possible explanations for the high percentage of IR transcripts: at first, some novel transcriptional events may have occurred during under water deficit condition. Secondly, the ORF from reference transcripts may be inaccurate because their ORFs were predicted based on triplet code (Xu et al., 2013).

**FIGURE 2:**
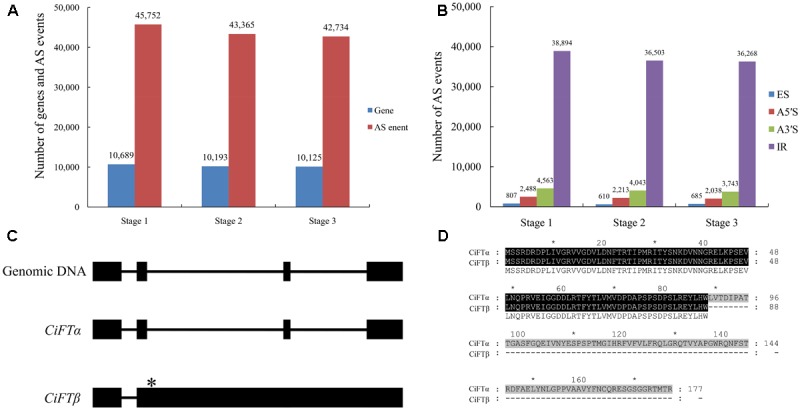
Large-scale identification of alternative splicing (AS) by RNA sequencing during floral inductive water deficits. **(A)** The AS events and genes at different stages (stage 1: 1 week before water deficit; stage 2: 1 week after the beginning of water deficit; and stage 3: 1 week after releasing from water deficit). **(B)** The different types of the AS events at different stages (stage 1: 1 week before water deficit; stage 2: 1 week after the beginning of water deficit; and stage 3: 1 week after releasing from water deficit). ES, skipped exons; RI, retained introns; A5SS, alternative 5′-splice sites; A3SS, alternative 3′-splice sites. **(C)** The structural comparison between the *CiFT* genomic sequence and putative AS transcripts of *CiFT* (*CiFT*α and *CiFT*β), asterisk indicates location of termination codon. **(D)** The sequence analysis of CiFTα and CiFTβ protein.

We noted many AS events of flowering-related genes, such as *RELATIVE OF EARLY FLOWERING 6* (*REF6*), *FLC*, *FCA*, *EMBRYONIC FLOWER 1* (*EMF1*), *FT*, and *FY*. Almost all reported AS events of citrus flowering time genes were found, including *FLC*, *FCA*, and *FY* (Zhang et al., 2009a; Ai et al., 2012, 2016). Here, we report the splicing of lemon *FT* (*CiFT*) as an example. *CiFT* comprises four exons and three introns according to DNA analysis of lemon; two AS forms were detected based on RNA sequencing. Further expression analysis of *CiFT* was conducted by reverse transcriptase PCR (**Figure 2C**). Two AS transcripts of *CiFT* were isolated from lemon. One of the AS transcripts showed high identity with trifoliate orange and *Citrus unshiu FT* and was named *CiFT*α, and only some SNPs (single nucleotide polymorphism) were found compared with the protein-coding sequences of the previously published trifoliate orange and sweet orange *FT* (Kobayashi et al., 1999; Endo et al., 2005; Zhang et al., 2009b). The other AS transcript contains four exons and two introns (because of intron 2 and 3 retention) and was named *CiFT*β. The isolated cDNA of *CiFT*β is 2429 bp long, and 267 nucleotides of an ORF contained 88 amino acids based on bioinformatics prediction (**Figure 2D**) because the second intron has a termination codon (**Figure 2C**).

### Differential Transcriptome Responses of Bud under Water Deficit Conditions

To identify flowering-related genes, the number of normalized gene reads of different stages was calculated using FPKM. Genes were considered to be differentially expressed based on probability ≥0.8 and an absolute value of log_2_^Ratio^≥1 as a threshold (Tarazona et al., 2011). According to these criteria, 944 genes were DEGs from stage 1 to stage 2, and 455 were up-regulated and 489 were down-regulated. 

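In the limma fit, 1391 genes were called from stage 1 to stage 2, of which 564 were higher and 827 were lower at stage 2. The absolute log2 fold change was 1 to 2 for 1189 of them, 2 to 3 for 163 and above 3 for 39. In 1371 of the called genes the 3 libraries of stage 2 did not overlap with the 3 of stage 1. The alternative that moved this count most was to drop the fold threshold, after which 6800 genes were called, 3761 of them higher and 3039 lower, so that higher genes were then the more numerous. With each library left out in turn the count was 1350 to 1402. Of the 944 genes that Supplementary Table S2 lists for this comparison, 874 were called and 70 were not. A further 517 called genes are not listed there for it. The 3 largest called rises were those of a universal stress protein A gene (orange1.1t01663; 5.84 ± 0.406 to 229.5 ± 23.2 FPKM, mean ± SD, n = 3), CONSTANS-LIKE 6-like (Cs8g20740; 2.12 ± 0.549 to 91.7 ± 3.31 FPKM) and a light-regulated protein gene (Cs2g14490; 4.46 ± 0.892 to 160.1 ± 11.3 FPKM), with log2 fold changes of 5.07, 4.91 and 4.89. Among the falls, miraculin 2 (Cs5g16920) went from 1314 ± 6.44 to 65.1 ± 4.53 FPKM and a lectin-domain receptor kinase (orange1.1t05126) from 1016 ± 10.1 to 59.9 ± 4.02 FPKM, with log2 fold changes of -4.32 and -4.06. The gene with the largest fitted fall, described as DNA binding (Cs3g03350), was 20.2 ± 5.63 FPKM at stage 1 and is listed at 0 in the 3 libraries of stage 2.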

From stage 2 to stage 3, 922 genes were DEGs, and 596 were up-regulated and 326 were down-regulated. 

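From stage 2 to stage 3, limma called 1322 genes, 872 higher and 450 lower at stage 3. Of these, 1079 changed by a log2 fold change of 1 to 2, 195 by 2 to 3 and 48 by more than 3. The stages did not overlap in 1303 of them. Without the fold threshold, 2876 genes were called higher and 3514 lower, so that lower genes were then the more numerous. Leaving out 1 library at a time gave 1294 to 1336 called genes. The calls include 867 of the 922 genes of Supplementary Table S2 for this comparison and 455 others. The largest rises were found in 2 xyloglucan endotransglucosylase/hydrolase genes, Cs4g03060 (0.617 ± 0.204 to 53.6 ± 2.7 FPKM, mean ± SD, n = 3, log2 fold change 5.08) and Cs4g03140 (1.64 ± 0.834 to 85.1 ± 7.36 FPKM, log2 fold change 5.07), and in the bHLH92-like transcription factor Cs9g08460 (0.49 ± 0.463 to 42.2 ± 1.81 FPKM, log2 fold change 4.91). The largest falls were found in the same 3 genes that had risen most at stage 2. Cs8g20740 returned to 1.07 ± 0.116 FPKM, orange1.1t01663 to 7.71 ± 0.809 FPKM and Cs2g14490 to 6.06 ± 1.01 FPKM, with log2 fold changes of -5.49, -4.73 and -4.52.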

From stage 1 to stage 3, 686 DEGs were identified, with 395 up-regulated and 291 down-regulated (**Figure 3A**). 

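The comparison of stage 3 with stage 1 gave 874 called genes, fewer than either single step, with 477 higher and 397 lower at stage 3. The log2 fold change was 1 to 2 for 765 of them, 2 to 3 for 89 and above 3 for 20, and the stages did not overlap in 867. Over the fits without 1 library the count was 833 to 883. Of the 686 genes that Supplementary Table S2 lists for this comparison 631 were called. The largest rises were those of a class I heat shock protein gene (Cs8g19520; 1.65 ± 0.246 to 61.2 ± 8.18 FPKM, mean ± SD, n = 3), Cs4g03060 (3.4 ± 0.653 FPKM at stage 1) and an L-ascorbate oxidase homolog (Cs8g01960; 1.58 ± 0.129 to 30.6 ± 0.981 FPKM), with log2 fold changes of 4.55, 3.64 and 3.62. The largest falls were found in miraculin 2 (Cs5g16920), the abscisic acid-induced gene orange1.1t01448 and the lectin-domain kinase orange1.1t05126, whose log2 fold changes were -5.09, -5.0 and -4.27.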

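Combining the 3 comparisons, limma called 2312 genes in at least 1 of them and 94 genes in all 3. Because the comparisons share libraries, 100 data sets without any difference between stages were simulated from the spread of these libraries, and none of them gave a gene called in all 3 comparisons. Of the 2312 genes, 1528 are among the 1638 genes of Supplementary Table S2, and 784 are not. The mean FPKM of a gene over the 3 stages had a median of 19.5 in the shared genes and 2.46 in the 784 others. A NOISeq-style probability was also computed from the deposited FPKM, with 0 set to 0.01 and the thresholds of 0.8 and 1 given in the methods. It called 942 genes for stage 2 against stage 1, 922 for stage 3 against stage 2 and 686 for stage 3 against stage 1. This gave 1636 genes in total, all listed in Supplementary Table S2, and 59 genes in all 3 comparisons. Its probabilities differed from those printed in the table by 0.0265 at most.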

By combining results from the three stages, 1638 DEGs were identified as candidates that may represent the common flowering-related genes, and 59 DEGs were shared in all three stages that may represent the common flowering-responsive genes (**Figure 3B**). And then, a homology search was conducted using the NCBI database to investigate the biological processes possibly regulated by the 1638 DEGs (**Supplementary Table S2**). We detected 1519 DEGs as having homology with known proteins and the remaining 19 did not in the NCBI database. 

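Supplementary Table S2 gives a description for 1619 of its 1638 genes and none for the remaining 19. In the deposited table, 1623 of these genes have a best protein match and 15 have none. Of the 19 genes without a description, 5 have such a match. Among the 2312 genes called by limma, 2290 have a best match.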

Based on Gene Ontology annotation of these genes performed by Blast2GO analysis, 1436 DEGs were divided into the three principal GO organization categories (**Supplementary Figure S1**): molecular function, biological process, and cellular components.

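The GO columns of the deposited table hold a term for 749 of the 1638 genes of Supplementary Table S2. A term for molecular function was given for 605 genes, for biological process for 504 genes and for cellular component for 290 genes. A KEGG orthology entry was given for 974 of the genes. The Blast2GO output behind the supplementary figure was not used here.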

**FIGURE 3:**
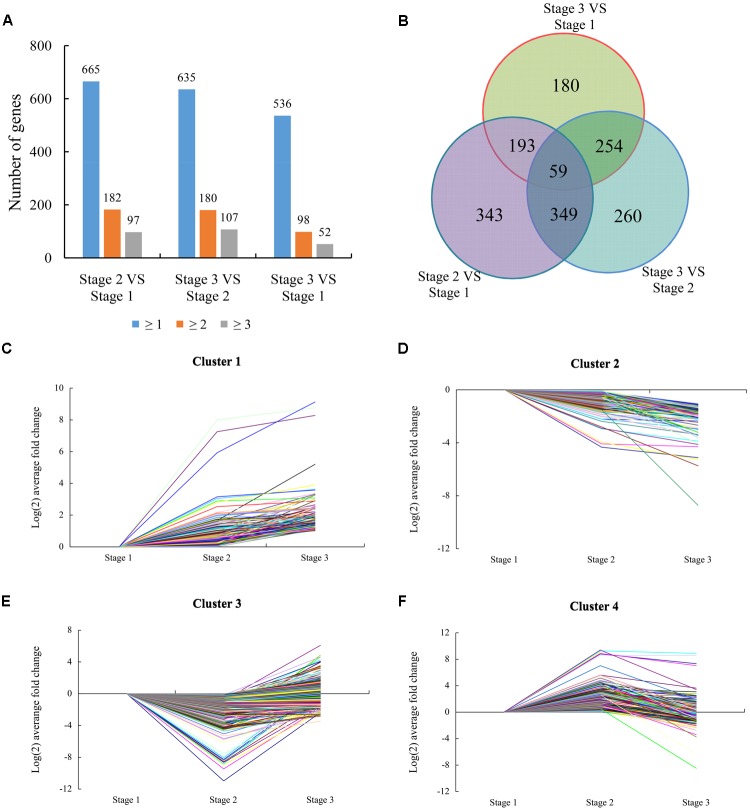
Expression patterns of differentially expressed genes (DEGs). **(A)** The total numbers of genes differentially expressed (including up- or down-regulated, fold changes ≥ 1, 2, and 3) at stage 2 compared with stage 1, stage 3 compared with stage 2, and stage 3 compared with stage 1, respectively. **(B)** Venn diagram showing the overlapping of DEGs at three different stages (Stage 2 compared with stage 1, stage 3 compared with stage 2, and stage 3 compared with stage 1). **(C)** Cluster 1 consisting of 172 DEGs. **(D)** Cluster 2 consisting of 181 DEGs. **(E)** Cluster 3 consisting of 776 DEGs. **(F)** Cluster 4 consisting of 509 DEGs.

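From the stage means of the deposited FPKM, the genes of Supplementary Table S2 fall into 4 groups by the direction of their change in both steps. The groups hold 172 genes that rose in both steps, 181 that fell in both, 776 that fell at stage 2 and rose at stage 3, and 509 that rose at stage 2 and fell at stage 3. With each library left out in turn, the groups held 168 to 176, 178 to 184, 767 to 781 and 507 to 513 genes. Over the 2312 genes called by limma the groups held 207, 239, 1185 and 679 genes. Both steps share the stage 2 libraries, so opposite directions are frequent without any change. Opposite directions were found in 73.2% of all genes tested, against a mean of 66.7% in the 100 simulated data sets without differences between stages. They were found in 78.4% of the genes of Supplementary Table S2, which were chosen as DEGs, and no such choice was simulated, so this share has no value to be compared with.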

Based on the similarity of the expression patterns of the DEGs, 1638 DEGs were classified into four clusters. 

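The 172 genes that rose in both steps had a median log2 fold change of 0.6 from stage 1 to stage 2 and 0.76 from stage 2 to stage 3. Limma called 41 of them in the first step and 55 in the second, with 7 called in both. Over both steps together the median log2 fold change was 1.43, and 152 of the genes were called between stage 1 and stage 3.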

The gene from cluster 1 (including 172 genes) was induced at stage 1 and most maintained high expression levels at stage 3 compared with stage 1 and stage 2 (**Figure 3C**). This cluster featured genes encoding transcription factors (TFs), biotic/abiotic response proteins, and heat shock proteins. These genes were significantly induced at the beginning of water deficit, indicating that the gene cluster might play a key role in the necessary development of lemon. 

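By the words of its descriptions, Supplementary Table S2 holds 36 heat shock genes, of which 17 are in cluster 1, 1 in cluster 2, 8 in cluster 3 and 10 in cluster 4. Limma called 23 of the 36 as higher and 1 as lower at stage 2 against stage 1. The class II heat shock gene Cs4g05780, named here after its values were seen, was 38.5 ± 7.42, 342.3 ± 79.4 and 459.2 ± 64.7 FPKM (mean ± SD, n = 3) at stages 1, 2 and 3. Descriptions with the words transcription factor were found for 55 genes, of which 8 are in cluster 1, 4 in cluster 2, 30 in cluster 3 and 13 in cluster 4. At stage 2, 8 of the 55 were called higher and 18 lower.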

The gene from cluster 2 (including 181 genes) was suppressed at stage 1 and maintained low expression levels at stage 3 compared with stage 1 and stage 2 (**Figure 3D**). These genes were involved in transcriptional regulation, protein metabolism, and ABA signaling, according to BLAST analysis. These genes may involved in meristem gene regulation and development of vegetative buds. 

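In the 181 genes of this cluster the median log2 fold change was -0.75 in the first step and -0.55 in the second. The decline was called by limma for 62 genes in the first step, 31 in the second and 2 in both. Between stage 1 and stage 3 the median was -1.32 and 169 of the genes were called. The cluster contains 2 of the 7 genes with the word abscisic in their description. One, orange1.1t01448, fell from 169.8 ± 18.5 FPKM at stage 1 to 10.9 ± 7.8 at stage 2 and 4.41 ± 1.31 at stage 3 (mean ± SD, n = 3). The other, ABSCISIC ACID-INSENSITIVE 5 (Cs6g14960), fell from 7.97 ± 1.34 to 1.72 ± 1.09 and 1.03 ± 1.08 FPKM.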

Meanwhile, hormone-related genes and stress proteins were featured in this cluster, indicating these genes might be related to the water deficit response. 

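In the 776 genes that fell at stage 2 and rose at stage 3, the median log2 fold change was -1.09 and then 1.29. Limma called 447 of them in the first step and 562 in the second, and 272 in both. At stage 3 the mean was above that of stage 1 for 469 genes and below it for 307, and 265 genes were called between these stages.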

The gene from cluster 3 (including 776 genes) was transiently suppressed at stage 2 and was then induced at stage 3 (**Figure 3E**). This cluster also featured genes encoding hormone (GAs, ABA, auxin, and ethylene) signaling/biogenesis and flowering control proteins. These genes shows up-regulated at stage 3, indicating these genes involved in flowering and recovery of vegetative growth. 

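Of the hormone-related descriptions in Supplementary Table S2, cluster 3 holds 12 of the 16 with ethylene-responsive or ethylene response, 5 of the 12 with auxin, 2 of the 6 with gibberellin and 2 of the 7 with abscisic. It also holds 3 of the 4 squamosa promoter-binding genes.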

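The 509 genes that rose at stage 2 and fell at stage 3 had a median log2 fold change of 1.24 in the first step and -1.1 in the second. Limma called 377 of them from stage 1 to stage 2, 297 from stage 2 to stage 3 and 204 in both. The mean of stage 3 remained above that of stage 1 for 349 of the genes, and 78 were called between stage 1 and stage 3.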

The gene from cluster 4 (including 509 genes) that was transiently induced at stage 2 and was then suppressed at stage 3 (**Figure 3F**). The suppression of the gene cluster may imply possible involvement in drought stress response, floral induction, and flower bud differentiation of lemon.

### Identification of Flowering-Related Genes by RNA Sequencing

Many previously reported flowering-related genes were found among DEGs such as *GI*, *FLC EARLY FLOWERING 3* (*ELF3*), and *EARLY FLOWERING 4* (*ELF4*) (**Supplementary Table S2**). 

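Among these genes, *GI* (Cs3g21790) was 4.94 ± 0.715 FPKM at stage 1, 93.2 ± 6.93 at stage 2 and 25.8 ± 0.761 at stage 3 (mean ± SD, n = 3). Its log2 fold change was 3.99 from stage 1 to stage 2 (standard error 0.10, adjusted p = 3.5e-10 from limma with Benjamini-Hochberg adjustment) and -1.81 from stage 2 to stage 3. A pseudocount of 0.01 moved the first value most, to 4.24. The text does not give the hour of bud collection. No identifier for *FLC* is given in the text. Cs5g10810, one of the genes chosen for real-time PCR, has a FLOWERING LOCUS C-like MADS-box protein as best match in the deposited table, whereas Supplementary Table S2 describes it as a chlorophyll a-b binding protein. It rose from 33.1 ± 0.395 to 89.1 ± 3.67 FPKM at stage 2 (log2 fold change 1.40, standard error 0.06, adjusted p = 1.3e-08, limma) and was 76.6 ± 2.92 at stage 3. *ELF3* (Cs1g19130) was 16.6 ± 1.27, 24.4 ± 4 and 11.4 ± 0.7 FPKM at the 3 stages. Its rise at stage 2 was larger than the spread between replicates but did not reach the fold threshold (log2 fold change 0.52, adjusted p = 0.0055, limma). Its fall at stage 3 was called (log2 fold change -1.02), but not without stage 2 replicate 3 (-0.91) or stage 3 replicate 3 (-0.99), nor under median scaling (-0.99) or quantile normalization (-1.0). *ELF4* (Cs7g31110) rose from 23.5 ± 1.67 to 40.4 ± 2.12 FPKM and returned to 19.9 ± 1.1. Neither its rise (log2 fold change 0.76) nor its fall (-0.99) was called, although 4 of the fits without 1 library (-1.0 to -1.01, without stage 2 replicate 2 or 3 or stage 3 replicate 1 or 2), both smaller pseudocounts (-1.02) and the NOISeq-style probability called the fall.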

The expression pattern of these genes was closely correlated with flowering during floral inductive water deficits. In *Arabidopsis*, drought and ABA promote transcriptional up-regulation of PEBP family members such as *FT* and *TSF* leading to flowering under long days (Riboni et al., 2013). In this study, the two genes showed high identity with *MOTHER OF FT* (*MFT*) and *BFT* from the PEBP gene family. Moreover, some additional related flowering genes that have not been placed in any specific flowering pathway were also identified in this study, such as the *SQUAMOSA PROMOTER BINDING PROTEIN* family genes (*SPL6/8/9/13*) and MADS TF family genes. 

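*MFT* (Cs2g06960) fell from 161.1 ± 6.19 FPKM at stage 1 to 78.9 ± 7.94 at stage 2 and 56.5 ± 4.51 at stage 3 (mean ± SD, n = 3). The log2 fold change was -1.03 at stage 2 (standard error 0.08, adjusted p = 2.1e-06, limma) and -1.50 between stage 1 and stage 3. Without stage 2 replicate 3 the fall at stage 2 was -0.94 and no longer reached the fold threshold. *BFT* (Cs8g15080) was low at every stage, with 2.7 ± 0.845 FPKM at stage 1, 0.337 ± 0.583 at stage 2 and 6.47 ± 1.05 at stage 3. At stage 2, 2 of the 3 libraries had a value of 0 and the other had 1.01 FPKM. All 3 were below the lowest stage 1 value of 1.96 FPKM. The log2 fold change was -1.53 at stage 2 (standard error 0.29, adjusted p = 0.0016, limma), which depended on the pseudocount and became -5.81 with a pseudocount of 0.01. The NOISeq-style probability did not call this fall. The rise at stage 3 (log2 fold change 2.56, standard error 0.29, adjusted p = 4.1e-05, limma) was called in each fit without 1 library.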

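The 4 *SPL* genes were lower at stage 2 than at stage 1 in each library. *SPL9* (orange1.1t02265) was 49.8 ± 3.51, 16.6 ± 1.47 and 36.7 ± 3 FPKM (mean ± SD, n = 3) at stages 1, 2 and 3, with log2 fold changes of -1.53 (standard error 0.09, adjusted p = 2.2e-07, limma) and 1.1. *SPL8* (Cs1g03630) was 83.4 ± 3.3, 36.8 ± 1.5 and 53.5 ± 1.76 FPKM, and its fall was -1.16 on the log2 scale. *SPL6* (Cs5g12260) was 75.5 ± 3.15, 37.7 ± 3.75 and 29.8 ± 1.32 FPKM. Its log2 fold change at stage 2, -0.99, did not reach the fold threshold, while that between stage 1 and stage 3, -1.31, did. *SPL13* (orange1.1t02597) was 55.3 ± 6.08, 27.4 ± 3.5 and 35.7 ± 1.44 FPKM, also with a log2 fold change of -0.99 at stage 2. The falls of *SPL6* and *SPL13* at stage 2 were called under median scaling (-1.06 for both), quantile normalization, both smaller pseudocounts and the NOISeq-style probability. They were also called without stage 1 replicate 2 (-1.02) or stage 2 replicate 3 (-1.07) for *SPL6*, and without stage 1 replicate 1 (-1.0), stage 1 replicate 3 (-1.06) or stage 2 replicate 1 (-1.07) for *SPL13*. No description of Supplementary Table S2 contains the word MADS. By best match, and chosen after their values were seen, the called MADS genes besides Cs5g10810 include the AGL16-like gene Cs3g16896 (0.213 ± 0.0924, 1.83 ± 0.568 and 0.383 ± 0.268 FPKM), the DEFICIENS-like gene Cs3g25600 (5.82 ± 2.28 to 2.32 ± 0.929 FPKM at stage 2) and the SEPALLATA 1-like gene Cs7g11800 (3.66 ± 2.12 FPKM at stage 2 to 9.76 ± 1.66 at stage 3), all of low values. The fall of Cs3g25600 (log2 fold change -1.02) was not called under quantile normalization (-0.97), with an adjusted p under 0.01, or without stage 1 replicate 1 (-0.78), stage 1 replicate 2 (-0.98), stage 2 replicate 2 (-0.99) or stage 2 replicate 3 (-0.83). The fall of Cs3g16896 at stage 3 (-1.03) was not called without stage 3 replicate 2 (-0.91), and the rise of Cs7g11800 (1.30) not without stage 2 replicate 1 (0.94). The stricter filter removed Cs3g16896 and Cs3g25600, the filter removed Cs3g16896 when a stage 2 library was left out, and the NOISeq-style probability called none of the 3 genes.

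**Figure D1:**
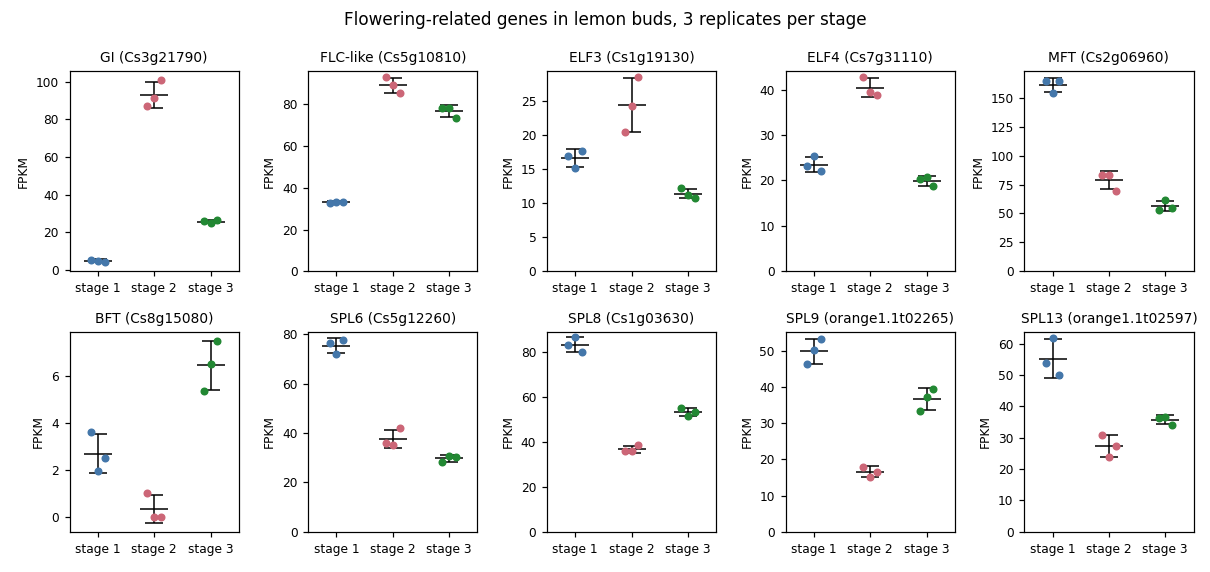
FPKM (y axis) of 10 flowering-related genes at the 3 stages (x axis). Points are the 3 replicates, horizontal lines the mean and bars the SD. *GI* reached 93.2 FPKM at stage 2, *MFT* and the 4 *SPL* genes were lower at stage 2 than at stage 1, and *BFT* was highest at stage 3.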

Many genes involved in different hormone synthesis and signaling pathways showed significant expression changes during floral inductive water deficits (**Supplementary Table S2**). For example, four ABA-related genes (two ABA 8-hydroxylase genes and two ABA stress-related proteins) showed significant up-regulation under water deficit condition, which encode key enzymes in ABA biosynthesis and metabolism. 

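The descriptions of Supplementary Table S2 contain 7 genes with the word abscisic, which include 2 ABA 8'-hydroxylase genes and 2 abscisic stress-ripening genes. The hydroxylase gene Cs8g05940 was 44 ± 2.36 FPKM at stage 1, 3.69 ± 0.37 at stage 2 and 10.2 ± 0.11 at stage 3 (mean ± SD, n = 3), a log2 fold change of -3.26 at stage 2 (standard error 0.10, adjusted p = 1.3e-09, limma) and 1.25 at stage 3. The hydroxylase gene Cs6g19380 was 16.9 ± 0.966, 6.66 ± 0.642 and 38.1 ± 3.36 FPKM, with log2 fold changes of -1.22 and 2.35. The stress-ripening gene Cs3g21500 was 405.5 ± 9.82 FPKM at stage 1 and 421.2 ± 17.8 at stage 2, a difference within the spread between replicates (log2 fold change 0.05, adjusted p = 0.46, limma) that was -0.02 under median scaling. It fell to 135.2 ± 8.11 FPKM at stage 3 (log2 fold change -1.63). The stress-ripening gene orange1.1t05396 rose from 31.8 ± 0.887 to 48.4 ± 8.54 FPKM at stage 2 without reaching the fold threshold (log2 fold change 0.58, adjusted p = 0.043, limma). Its fall to 22 ± 7.2 FPKM at stage 3 (log2 fold change -1.15) was called, but not without stage 3 replicate 1 (-0.87). Of the other 3 genes, the ABA receptor PYL2-like gene (Cs1g18470) rose from 2.88 ± 0.0651 to 9.15 ± 3.37 FPKM at stage 2 (log2 fold change 1.34, adjusted p = 0.00055, limma). The other pair, orange1.1t01448 and Cs6g14960, fell by 4.05 and 1.78 on the log2 scale, and the fall of Cs6g14960 was not called with a pseudocount of 0.1 (adjusted p = 0.069, limma) or 0.01 (adjusted p = 0.26). Over all alternatives its adjusted p from limma was 0.00087 to 0.26. The NOISeq-style probability did not call the rise of Cs8g05940 at stage 3.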

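In the descriptions of Supplementary Table S2, 12 genes carry the word auxin. Limma called 9 of them at stage 2 against stage 1, 4 higher and 5 lower, and 11 in at least 1 comparison. The auxin transporter genes were the efflux carrier Cs6g17000, which fell from 10.1 ± 0.524 to 1.63 ± 0.502 FPKM (mean ± SD, n = 3, log2 fold change -2.10), auxin transporter 2 (Cs8g02900), which fell from 11.7 ± 0.835 to 4.04 ± 0.381 FPKM (-1.33), and auxin transporter 1 (Cs7g31320), which rose from 10.5 ± 0.755 to 22.7 ± 0.915 FPKM (1.05). The last call was lost under quantile normalization (0.97) and median scaling (0.98). The auxin canalization gene (Cs4g02600) rose from 15.2 ± 1.64 to 31.2 ± 3.5 FPKM. Its log2 fold change of 0.99 (standard error 0.14, adjusted p = 0.00017, limma) was under the fold threshold, but it was called by the NOISeq-style probability, with both smaller pseudocounts, and without stage 1 replicate 1 (1.01), stage 1 replicate 2 (1.05) or stage 2 replicate 1 (1.08). The auxin-repressed gene Cs3g14440 was 1396 ± 28.1, 2165 ± 286 and 1060 ± 14 FPKM at the 3 stages, and its log2 fold change of -1.02 at stage 3 was lost without stage 2 replicate 1 (-0.94), under median scaling (-0.98) and under quantile normalization (-0.84).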

Eleven auxin-related genes were significant altered included four auxin-induced proteins, three auxin response factors, three auxin transporters, and one auxin canalization protein. The auxin response factors were down-regulated and auxin-induced proteins were up-regulated at the beginning of water deficit. 

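The 3 genes described as auxin-responsive were Cs1g16790, the IAA29-like gene Cs4g18240 and IAA30 (orange1.1t01781). At stage 2, Cs1g16790 fell from 20.5 ± 3.1 to 6.59 ± 1.22 FPKM (mean ± SD, n = 3; log2 fold change -1.50, standard error 0.28, adjusted p = 0.0015, limma). Cs4g18240 fell from 12.1 ± 0.721 to 5.21 ± 1.3 FPKM (log2 fold change -1.1), which was not called without stage 2 replicate 3 (-0.92). IAA30 was 41 ± 4.29 FPKM at stage 1 and 41.7 ± 2.56 at stage 2, so no difference was seen (log2 fold change 0.03, adjusted p = 0.89, limma; -0.04 under quantile normalization and -0.05 under median scaling, and between -0.06 and 0.07 without 1 library). Its value was below 0 without stage 1 replicate 2 (-0.06) and without stage 2 replicate 3 (-0.01). Of the 4 auxin-induced genes, 3 rose at stage 2. They were orange1.1t00546 (14.9 ± 0.669 to 35.2 ± 3.77 FPKM, log2 fold change 1.19), orange1.1t04220 (7.41 ± 2.17 to 17 ± 3.82 FPKM, 1.11) and orange1.1t04221 (7.5 ± 0.963 to 27.1 ± 2.81 FPKM, 1.72). The call of orange1.1t04220 was lost without stage 1 replicate 3 (0.96). The fourth, Cs3g25900, fell from 6.35 ± 0.97 to 1.27 ± 0.252 FPKM (log2 fold change -1.70, standard error 0.19, adjusted p = 3.2e-05, limma), a fall that the NOISeq-style probability did not call.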

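The descriptions of Supplementary Table S2 hold 16 genes with the words ethylene-responsive or ethylene response. From stage 2 to stage 3, 14 of them were higher and 2 lower, and limma called 10 as higher and 2 as lower. The called rise with the smallest standard error was that of the ERF027-like gene Cs9g16820, from 24.2 ± 1.4 to 149 ± 6.22 FPKM (mean ± SD, n = 3, log2 fold change 2.57, standard error 0.06, adjusted p = 5.4e-10 from limma). The ERF109-like gene Cs8g05910 rose from 28.4 ± 5.06 to 193.4 ± 24.3 FPKM (2.73) and the ERF003-like gene Cs7g06120 from 0.827 ± 0.775 to 9.84 ± 0.8 FPKM (2.65). The rise of Cs7g05360 (1.65) was not called by the NOISeq-style probability. The calls of 2 rises depended on 1 library. Cs8g10700 (1.06) was not called without stage 2 replicate 1 (0.98), and Cs1g15510 (1.08) was not called without stage 2 replicate 2 (0.78), stage 3 replicate 1 (0.84) or stage 3 replicate 2 (1.02, adjusted p = 0.058 from limma), nor at an adjusted p under 0.01. The TINY-like gene orange1.1t05392 rose by 1.18 without a call (standard error 0.64, adjusted p = 0.18 from limma), but was called without stage 3 replicate 1 (1.94) and by the NOISeq-style probability. The 2 genes that fell were ethylene response 3 (Cs8g12880), from 20.3 ± 4.09 to 5.02 ± 0.286 FPKM (-1.80), and ERF 1B (Cs9g10650), from 9.05 ± 0.485 to 2.51 ± 0.728 FPKM (-1.54).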

After the water deficit treatment, cluster 3 genes for ethylene biosynthesis and perception were up-regulated, including 15 ethylene-responsive TFs and 1 ethylene response protein. In addition, six genes involved in the response to GA stimulus pathways were up-regulated at the beginning of water deficit. Furthermore, the biological interpretation of the DEGs was further investigated by KEGG pathway analysis. 

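The 6 genes with the word gibberellin in their description were all called at stage 2 against stage 1, 4 as higher and 2 as lower. The genes that rose were Cs3g26100, from 55.7 ± 5.67 to 172.5 ± 25.7 FPKM (mean ± SD, n = 3, log2 fold change 1.61, standard error 0.11, adjusted p = 6.6e-07, limma), Cs6g20220, from 120.1 ± 2.44 to 281.6 ± 5.36 FPKM (1.22), Cs8g04550, from 16.1 ± 1.59 to 39.6 ± 6.86 FPKM (1.23), and Cs3g07395, from 10.6 ± 1.63 to 23.6 ± 2.7 FPKM (1.09). The last was not called without stage 1 replicate 1, where its log2 fold change of 1.0 was under the threshold before rounding. The genes that fell were gibberellin-regulated 4-like (Cs6g21260), from 7.06 ± 1.94 to 1.18 ± 1.08 FPKM (log2 fold change -2.01, standard error 0.36, adjusted p = 0.0011, limma), and gibberellin-regulated 5 (Cs6g17190), from 30.1 ± 0.423 to 8.7 ± 1.94 FPKM (-1.70).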

The most frequently represented pathways are plant hormone signal transduction and metabolic pathways at different stages (**Supplementary Figure S2**). These results suggest that plant hormone are involved in the regulation of flowering under water deficit conditions.

### Verification of the DEGs

To validate the expression profiles obtained by RNA sequencing, a total of 26 genes (The expression pattern of 14 genes belong to cluster 3 and 12 genes belong to cluster 4) were chosen to real-time PCR analysis; these genes included 24 DEGs, four genes of no differential expression. The results from real-time PCR were compared with RNA sequencing data. 

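Of the 26 genes chosen for real-time PCR, 22 are listed in Supplementary Table S2. Limma tested 25 of the 26 and called 18 at stage 2 against stage 1, 10 as higher and 8 as lower, and 20 in at least 1 comparison. Among the genes of cluster 3, orange1.1t00539 was 15.9 ± 1.71, 6.24 ± 0.661 and 22.7 ± 3.09 FPKM (mean ± SD, n = 3) at stages 1, 2 and 3, and the bHLH96-like gene Cs3g13290 was 11.7 ± 1.99, 3.7 ± 0.623 and 10.3 ± 1.83 FPKM. Among those of cluster 4, the TCP14-like gene Cs5g03980 was 37.2 ± 1.44, 82.8 ± 8.33 and 51.4 ± 2.76 FPKM, and Cs7g03390 was 1.08 ± 0.825, 21.9 ± 1.22 and 0.0733 ± 0.127 FPKM. Several of the genes had low values that rested on a single library. Cs3g10830, which did not pass the filter on low values, had 20.3 FPKM in stage 2 replicate 2 and 0 in the other 2 libraries of that stage. Cs9g11120 had 8.89, 2.86 and 0 FPKM in the stage 2 libraries and 11.7 FPKM in a single stage 3 library. It was not called at stage 2 (adjusted p = 0.17, limma) except without stage 2 replicate 3 (adjusted p = 0.049 from limma, with a range of 0.049 to 0.26 over all alternatives) and by the NOISeq-style probability. Cs5g20170 had 13.2, 1.02 and 0 FPKM in the stage 3 libraries. The ERF022-like gene Cs5g19600 is listed at 0 in the 3 libraries of stage 2 and had 4.31, 7.52 and 1.41 FPKM at stage 3.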

For 22 of the 26 genes, the same expression patterns was shown between the RNA sequencing data and real-time PCR analysis (**Figures 4A–C**), the remaining four genes showed different expression patterns according to RNA sequencing and real-time PCR.

**FIGURE 4:**
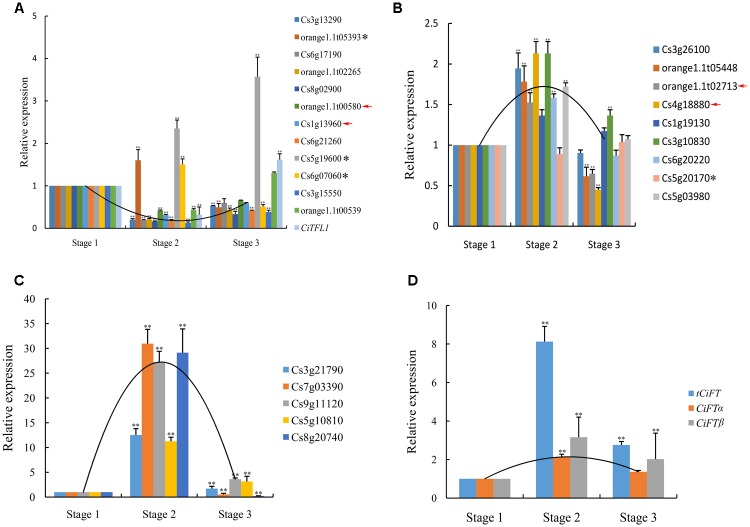
Real-time PCR confirmation of the DEGs. **(A)** The expression pattern of 14 genes belong to cluster 3 were verified. **(B)** Nine low levels of genes belonging to cluster 4 were verified. **(C)** Five high levels of genes belonging to cluster 4 were verified. **(D)** Transcript level of *CiFT* during floral inductive water deficits. Asterisk indicates that these genes showed different expression patterns between real-time PCR and RNA sequencing. Red arrow indicates that these genes of no significantly differential expression at different stages by RNA sequencing. Relative transcript levels are calculated by real-time PCR with *Actin* as a standard. Three independent biological replications of each sample and three technical replications of each biological replication were used for real-time PCR analysis, and all biological replications showed similar trends. Data from one biological replication are presented, data were indicated as means ± SD (*n* = 4). The data were processed using ANOVA, and statistical differences were compared based on Student’s *t*-test, taking *P* < 0.01 as ^∗∗^.

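The 4 genes marked by a red arrow changed between the stages by less than the fold threshold. The LHY-like gene orange1.1t00580 was 1025 ± 14.7 FPKM at stage 1, 597 ± 27.8 at stage 2 and 874.8 ± 16.4 at stage 3 (mean ± SD, n = 3). Its log2 fold change at stage 2, -0.78, was larger than the spread between replicates (standard error 0.04, adjusted p = 1.2e-07, limma with Benjamini-Hochberg adjustment). The IAA17-like gene Cs1g13960 was 77.5 ± 9.62, 39.3 ± 2.62 and 57.3 ± 2.71 FPKM, with a log2 fold change of -0.96 at stage 2. It passed the threshold without stage 1 replicate 2 (-1.05) or stage 2 replicate 3 (-1.01), under quantile normalization (-1.01) and under median scaling (-1.03). The FERONIA-like gene orange1.1t02713 was 25.3 ± 0.387, 46.4 ± 4.56 and 32 ± 2.77 FPKM (0.84 at stage 2), and the second EARLY FLOWERING 3-like gene, Cs4g18880, was 22.1 ± 1.53, 26.4 ± 0.455 and 14.3 ± 0.673 FPKM (0.25).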

In this study, the expression of *CiTFL1* was not detected during floral inductive water deficits. One possible explanation is that its mRNA levels were too low to be detected by RNA sequencing. These results consistent with our previous reports on *TFL1* in citrus (Zhang J.Z. et al., 2011). Therefore, the expression of lemon *CiTFL1* was investigated in lemon bud by real-time PCR. The expression of *CiTFL1* was transiently suppressed under water deficit treatment and was then induced at the resumption of irrigation. On the other hand, citrus *FT* was mainly expressed in leaves, with little or no expression in citrus buds based on our previous study (Zhang et al., 2009b). Therefore, the expression of lemon *FT* (*CiFT*α; *CiFT*β; *tCiFT*: Total *CiFT* including *CiFT*α and *CiFT*β) was investigated in lemon leaves, and the results showed that the accumulation of *tCiFT* significantly increased under water deficit treatment (**Figure 4D**). However, when water deficit was interrupted, the expression levels returned to the initial levels. The expression patterns of *CiFT*α and *CiFT*β were similar to that of *tCiFT*. These results indicated that the expression of *CiFT* was induced by water deficit.

### Quantification of Endogenous Plant Hormones and Different Hormone Treatments

The RNA sequencing data revealed that hormone-related genes changed greatly during the water deficit process, especially genes for ABA biosynthesis and metabolism, followed by the genes for GA and IAA biosynthesis and signal transduction. Therefore, the ABA, IAA, and GA_3_ contents of buds were measured in water deficit-treated and control trees. 

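Over the 69 genes that are named in the paper or carry one of the 4 hormone words in Supplementary Table S2, limma tested 67. It called 44 at stage 2 against stage 1 (18 higher and 26 lower), 33 at stage 3 against stage 2 (22 higher and 11 lower) and 23 at stage 3 against stage 1 (15 higher and 8 lower), and 57 in at least 1 comparison. The counts were identical when adjusted over the list alone. That count is not independent evidence, since the list was chosen on these samples. With each library left out in turn, 53 to 59 genes were called in at least 1 comparison. By hormone, the genes called at stage 2 against stage 1 were 5 of 7 for ABA, 9 of 12 for auxin, 6 of 6 for gibberellin and 8 of 16 for ethylene.

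**Figure D2:**
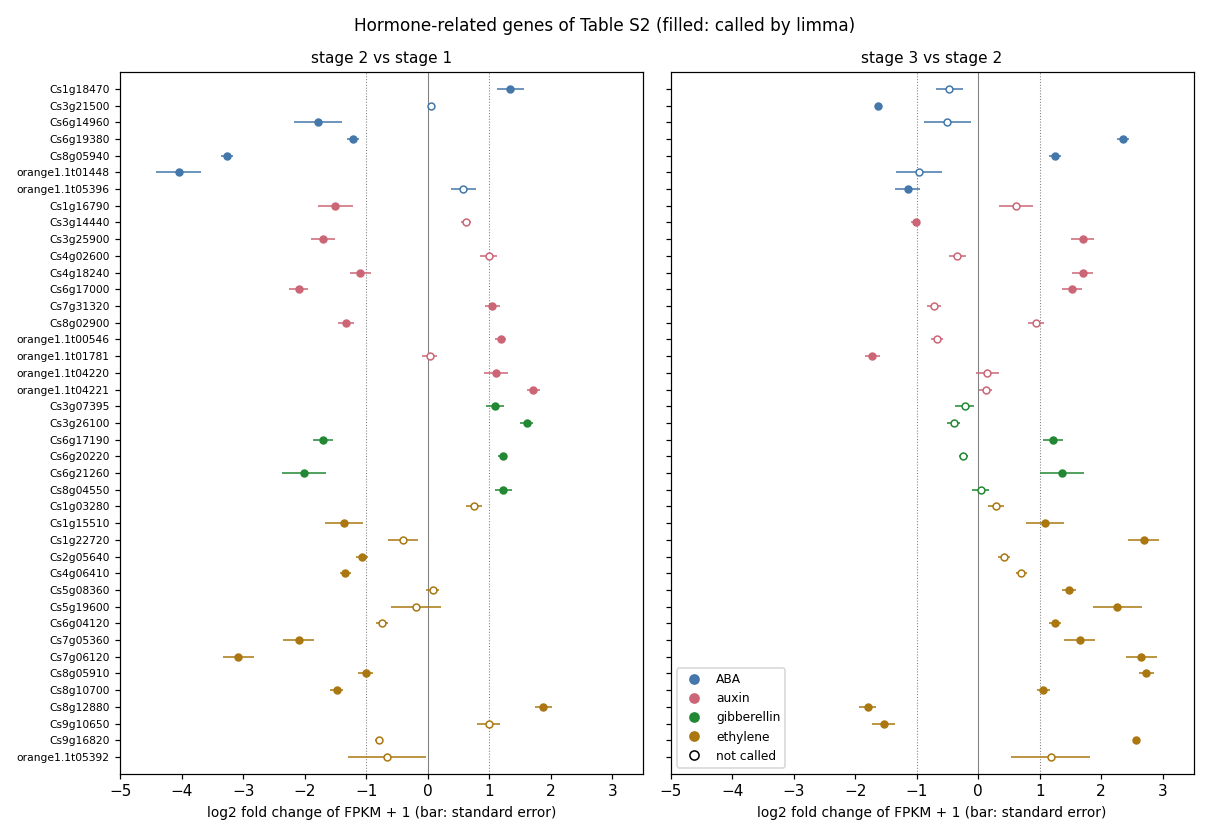
Log2 fold change of FPKM + 1 (x axis) for the hormone-related genes of Supplementary Table S2 (y axis), at stage 2 against stage 1 (left) and stage 3 against stage 2 (right). Points are the estimates of limma over 3 replicates per stage, bars are standard errors, filled points are called genes and dotted lines mark the fold threshold of 1. At stage 3 against stage 2, 14 of the 16 ethylene genes lie above 0.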

IAA increased immediately at the beginning of the water deficit treatment and maintained high expression levels until the resumption of irrigation (**Figure 5A**). ABA content was transiently induced during floral inductive water deficits and was then suppressed at resumption of irrigation (**Figure 5B**). Unfortunately, we were unable to detect GA_3_ successfully. Therefore, trees were sprayed with PBZ, a GA biosynthesis inhibitor, and untreated trees served as the control. The number of flowers in the PBZ-treated trees was increased compared to the control (**Supplementary Figure S3**). PBZ yielded a similar trend with water deficit treatment. These results indicate that the GAs content may be suppressed during water deficit.

**FIGURE 5:**
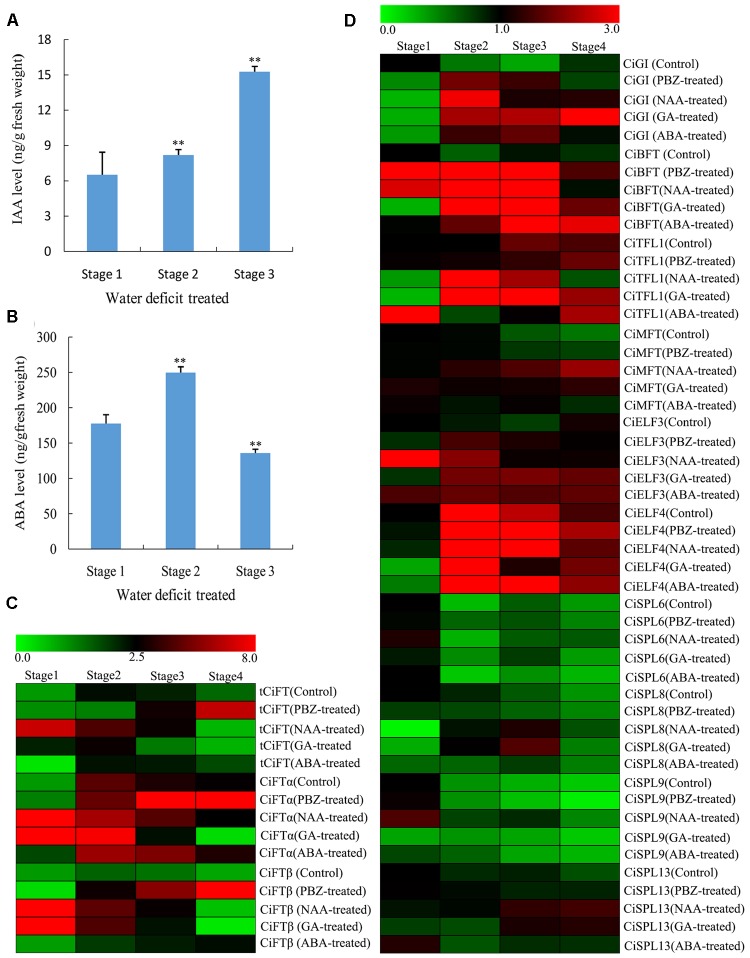
Changes of different hormone contents of lemon buds during floral inductive water deficits and the expression pattern of DEGs by different hormone treatments. **(A)** Changes in IAA content (ng/g fresh weight) in lemon buds (Stage 1: 1 week before water deficit; stage 2: 1 week after the beginning of water deficit; and stage 3: 1 week after releasing from water deficit). The data were processed using ANOVA, and statistical differences were compared based on Student’s *t*-test, taking *P* < 0.01 as ^∗∗^. **(B)** Changes in ABA content (ng/g fresh weight) in lemon buds (Stage 1: 1 week before water deficit; stage 2: 1 week after the beginning of water deficit; and stage 3: 1 week after releasing from water deficit). The data were processed using ANOVA, and statistical differences were compared based on Student’s *t*-test, taking *P* < 0.01 as ^∗∗^. **(C)** Heat map showing the expression of total CiFT (*tCiFT*), *CiFT*α, and *CiFT*β in plant lemon leaves treated with PBZ, NAA, GA_3_, and ABA treatments. Plant materials from PBZ-treated, GA_3_-treated, ABA-treated, NAA-treated, and water-treated trees were collected at four stages (stage 1, stage 2, stage 3, and stage 4). **(D)** Heat map showing the expression of *CiGI* (Cs3g21790), *CiBFT* (Cs8g15080), *CiMFT* (Cs2g06960), *CiELF3* (Cs1g19130), *CiELF4* (Cs7g31110), *CiSPL6* (Cs5g12260), *CiSPL8* (Cs1g03630), *CiSPL9* (orange1.1t02265), and *CiSPL13* (orange1.1t02597) in lemon buds during PBZ, NAA, GA_3_, and ABA treatments. Plant materials from PBZ-treated, GA_3_-treated, ABA-treated, NAA-treated, and water-treated trees were collected at four stages (stage 1, stage 2, stage 3, and stage 4). Three independent biological replications of each sample and four technical replications of each biological replication were used for real-time PCR analysis. Genes highly or weakly expressed in the tissues are colored red and green, respectively. The heat map was generated using Cluster 3.0 software.

To investigate the effect of exogenous hormones on citrus flowering and the expression of flowering genes, GA_3_, ABA, and NAA were also sprayed onto entire trees. Some new vegetative shoots were formed by GA_3_ and NAA treatment compared with the control. However, no significant differences were observed by ABA treatment. Samples were collected at 15-days intervals until flower buds of PBZ-treated trees were visible to the naked eye. In this study, plant materials from PBZ-treated, GA_3_-treated, ABA-treated, NAA-treated, and water-treated trees were collected at 4 stages (stages 1, stage 2, stage 3, and stage 4). It appears that stage 1 was the bud induction period and stage 2 and 3 were flower bud differentiation period because part of the flower bud from PBZ-treated trees were visible to the naked eye at stage 4 compared with the control trees. The expression of related flowering DEGs (*tCiFT*, *CiBFT*, *CiTFL1*, *CiELF*, and *CiSPLs*) was investigated at different treated stages. Compared with the control trees, the expression of *tCiFT* in leaves was significantly increased by ABA and PBZ treatment (**Figure 5C**). The expression level of *tCiFT* in GA_3_- and NAA-treated trees was significantly suppressed from stage 3 to stage 4. Under PBZ treatment condition, the expression patterns of *CiFT*α and *CiFT*β were similar to that of *tCiFT*, indicating that they may perform a similar function role during the treatment process. For different hormone treatments, the relative expression of *CiGI*, *CiTFL1*, and *CiBFT* showed significantly higher values throughout the entire treated period (**Figure 5D**). They increased at the beginning of the treatment, then maintaining a high level of expression during treatment, and tended to decrease at the end of the treatment. The levels of *CiBFT1* and *CiTFL1* accumulation in buds were induced during the entire treatment period by ABA. A high transcript level of *CiMFT* was seen as the beginning of treatment, and it was then maintained at a low level except when treated with NAA. No differences in the expression of *CiELF3* and *CiELF4* were detected between the control and the treated trees; they showed high expression levels throughout the entire period studied. The relative expression levels of *CiSPL6, CiSPL8*, and *CiSPL9* were not significantly altered. They were detected and present at low levels during the treatment process, and their expression levels were independent of treatments throughout the study period. Relative expression of *CiSPL13* was different from other *CiSPL* genes at stage 4; the accumulation of *CiSPL13* was induced at stage 4 by NAA and GA treatments (**Figure 5D**).

### Functional Analysis of *CiFT*α, *CiFT*β, *CiBFT*, *CiTFL1*, and *CiMFT* in Transgenic *Arabidopsis*

To assess the functional characteristics of *CiFT*α, *CiFT*β, *CiBFT*, *CiTFL1*, and *CiMFT*, these genes were over-expressed in *Arabidopsis*. Sixteen, 20, 18, 14, and 26 independent T_1_ transgenic lines were generated, respectively. Interestingly, *CiFT*β transcribed several new transcripts (**Figure 6A**). Comparison of the various *CiFT*β cDNA revealed that four AS transcripts of *CiFT*β were identified; Among these AS transcripts, one of the transcripts was the same as *CiFT*α, other transcripts could not encode complete protein compared with *CiFT*α because of intron retention or A3SS (**Supplementary Figure S4**).

**FIGURE 6:**
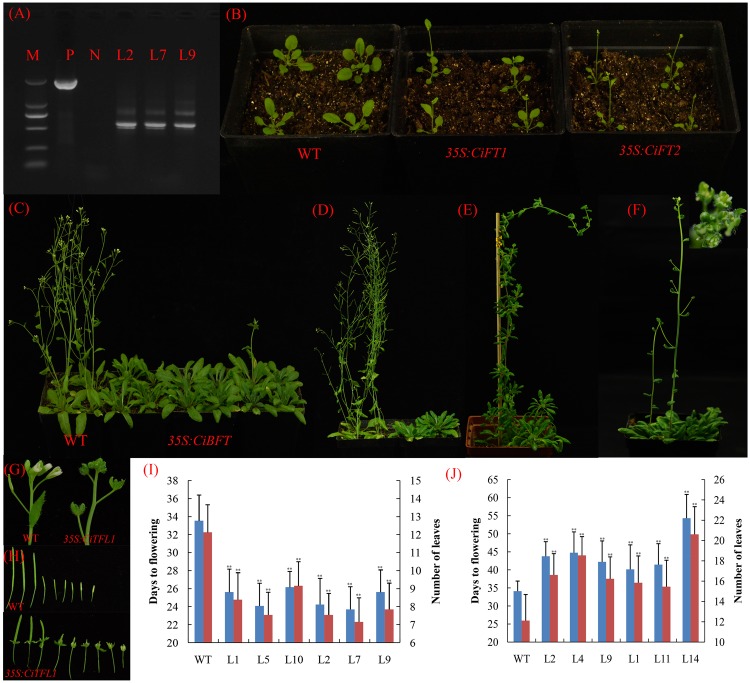
Phenotypes of *35S::CiFT*α, *35S::CiFT*β, *35S::CiBFT*, and *35S::CiTFL1* transgenic *Arabidopsis*. **(A)** RT-PCR analysis of the accumulation of *CiFT*β in *35S::CiFT*β transgenic *Arabidopsis* RNA level. P: positive plasmid as a control, N: wild type *Arabidopsis* as a negative control, M: Marker 5000; L2, L7, and L9 are the *35S::CiFT*β transgenic lines. **(B)** Two randomly selected lines that constitutively expressed *35S::CiFT*α and *35S::CiFT*β exhibited an early-flowering phenotype relative to wild-type controls under long days. **(C)** Ectopic expression of *CiBFT* in wild-type *Arabidopsis* delayed the flowering under long days. **(D)** Ectopic expression of *CiTFL1* in wild-type *Arabidopsis* delayed flowering. **(E)** Two transgenic lines from *35S::CiTFL1* plants flowered significantly later than the wild-type plants. **(F)** Floral defects phenotype with conversion of sepals into leaf-like structures in some *35S:: CiTFL1* lines. **(G)** Severe phenotype with conversion of sepals into leaf-like structures in some *35S:: CiTFL1* lines. **(H)** Persistent sepals around the fruits in some *35S:: CiTFL1* lines. **(I)** Number of leaves and times to flowering of T_3_ plants of six independent transgenic lines from *35S::CiFT*α (L1, L5, and L10) and *35S::CiFT*β (L2, L7, and L9). Blue bar indicates number of days to flowering, red bar indicated number of leaves to flowering. **(J)** Number of leaves and times to flowering of T_3_ plants of six independent transgenic lines from *35S::CiBFT* (L2, L4, and L9) and *35S::CiTFL1* (L1, L11, and L14). Blue bar indicates number of days to flowering, red bar indicated number of leaves to flowering. The data were processed using ANOVA, and statistical differences were compared based on Student’s *t*-test, taking *P* < 0.01 as ^∗∗^.

To further analyze the function of these genes, three transgenic lines were randomly selected for each gene. We selected 15 T_3_ plants for each transgenic line. Compared with control plants, the *35S::CiFT*α and *35S::CiFT*β transgenic lines flowered significantly earlier than control plants in terms of both number of leaves and days to flowering (**Figure 6B**). In *35S::CiFT*α and *35S::CiFT*β, the average time to flowering ranged from 23.7 to 26.1 days in six transgenic lines, whereas that of the control plants was 33.5 days. The average number of leaves at flowering ranged from 7.1 to 9.1 and was 12.1 control plants (**Figure 6I**). The *35S::CiFT*β flowered earlier than *35S::CiFT*α. Transgenic plants from *35S::CiTFL1* and *35S::CiBFT* showed late flowering (**Figures 6C,D**). The average time to flowering of the transgenic plants ranged from 41.1 to 52.1 days, while that of the control plants was 34.1 days. The average number of leaves at flowering ranged from 15.8 to 20.1 in the transgenic plants and was 12.1 in the control plants (**Figure 6J**). Two transgenic lines from *35S::CiTFL1* plants flowered significantly later than the control plants (80- to 120-day delay in flowering, **Figure 6E**). It is worth noting that some lines showed flowering defects including alterations in floral organ number, pale green sepals, vestigial petals, and persistent sepals around the fruit (**Figures 6F–H**). However, no difference in the appearance of flowering time, flower and inflorescences was observed between *35S::CiBFT* and control plants. Twenty-six plants were obtained in the T_1_ generation. However, *CiMFT* did not affect flowering and flower inflorescences in transgenic *Arabidopsis* (data not shown).

### Isolation, Structure Analysis, and Expression Patterns of *CiFT*, *CiBFT*, and *CiTFL1* Promoter

To further study the expression of *CiFT, CiTFL1*, and *CBFT*, the promoters (about 1.5–2.0 kb) of the three genes were amplified from lemon by using the genome walking method. We confirmed that these sequences were the promoters of the three genes by comparing them with the sweet orange genome (Xu et al., 2013). The 5′ upstream region of the above three genes were analyzed by using PLACE software. The results showed that the common elements were found in these promoters such as the putative transcriptional start site, TATA box, CAAT box, and different binding motifs (hormone response elements, light regulation, and drought response elements) (**Supplementary Table S3**). To examine the spatial patterns of *CiFT, CiTFL1*, and *CBFT*, we generated transgenic *Arabidopsis* with the *GUS* reporter gene driven by these putative promoters. Consequently, we obtained >30 independent transgenic lines for each promoter.

Histochemical staining indicated that the expression of *CiFT* promoter was seen first in the vascular tissues of cotyledons. With the development of plants, *GUS* staining was present throughout the whole plant except roots. In inflorescences, *CiFT* promoter was also detected in the vascular tissues of pedicels and floral organs but not in the inflorescence meristem (**Figures 7A–D**). The *GUS* signal from *CiTFL1* promoter can be observed at different stages. In juvenile transgenic plants, *GUS* staining was present throughout the whole plant. Further analysis of *GUS* activity in various organs of transgenic plants revealed that *GUS* staining was observed in rosette leaf, cauline leaf, flowers, silique pods and roots (**Figures 7E–H**). *GUS* expression gradually decreased at the adult stage. The *CiBFT* promoters were found only in the cell elongation zone and around the vascular bundles of the roots except root tip in the entire life cycle of transgenic plants. The same pattern is observed in lateral roots (**Figures 7I–L**). Closer analysis revealed low *GUS* activity in the leaves. In addition, the expression of *CiFT*, *CiTFL1*, and *CiBFT* promoter response to water deficit treatments was also investigated; the expression of *CiBFT* and *CiTFL1* promoters was decreased and that of *CiFT* promoter was increased under water deficit conditions (**Figures 7M–O**).

**FIGURE 7:**
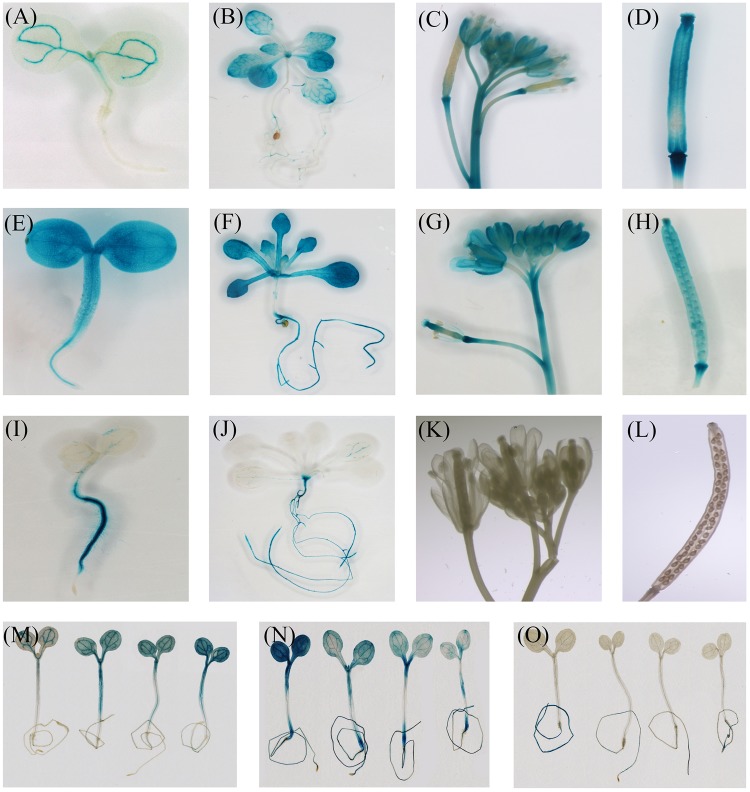
Histochemical localization of *GUS* in transgenic *Arabidopsis*. Histochemical *GUS* staining of the *CiFT*, *CiBFT*, *CiTFL1* promoters (**A,B**: *CiFT*; **E,F**: *CiBFT*; **I,J**: *CiTFL1*) at 7 and 28 days after germination (DAG). Histochemical *GUS* staining of the *CiFT*, *CiBFT*, *CiTFL1* promoters (**C**: *CiFT*; **G**: *CiBFT*; **K**: *CiTFL1*) in flower of transgenic *Arabidopsis*. Histochemical *GUS* staining of three promoters (**D**: *CiFT*; **H**: *CiBFT*; **L**: *CiTFL1*) in fruit of transgenic *Arabidopsis.* Histochemical localization of *GUS* activity in untreated and water deficit-treated transgenic *Arabidopsis* (**M**: *CiFT*; **N**: *CiBFT*; **O**: *CiTFL1*).

## Discussion

Molecular mechanisms underlying vernalization, photoperiod, circadian clock, and GA control of flowering time have been elucidated in annual and perennial plants, but how plants regulate flowering in response to water deficit, remains poorly understood. Because plant hormones involved in diverse biological processes of biotic and abiotic stress, so it is not surprising that associations exist between water deficit-regulated flowering and plant hormones (Koshita et al., 1999; Kazan and Lyons, 2016). In past studies, to elucidate their roles in flower-bud induction, plant hormones have been applied exogenously in crops (Dokoozlian and Peacock, 2001; Lenahan et al., 2006). However, the role of ABA is poorly understood in the regulation of plant flowering. Various studies have clearly shown that ABA plays an key role in stress responses of higher plants, plants accumulate high levels of ABA accompanied under water deficit condition (Duque and Setter, 2013; Shanker et al., 2014). ABA promotes transcriptional up-regulation of *FT*, *TSF*, and *SOC1*, leading to flowering only under long days (Riboni et al., 2013). Recent data also indicated that ABA involved in the photoperiodic induction of flowering in *Pharbitis nil* seedlings (Wilmowicz et al., 2008). In this study, ABA content significantly increased in buds during the water deficit process. The buds were in an undetermined state and floral primordia were not observed before the beginning of water deficit. When the treatment began, differentiation occurred rapidly and produced the primordia of sepal. Furthermore, although no significant differences were observed between ABA-treated trees and the control, the expression of *CiFT* was induced by ABA treatment. Therefore, although there was no direct evidence connecting the ABA contents and floral induction in lemon, endogenous ABA might be one of the key factors during floral inductive water deficits, because different levels were observed during the flower bud induction period.

Gibberellins has been extensively reported in inhibiting floral initiation of woody plants (Lee and Safe, 2008). Berthelsen et al. (2002) suggested that GAs act indirectly on the floral process by delaying bud formation. In this study, the number of flowers was increased with PBZ treatment compared to the control. These results indicated that water deficit may inhibit endogenous GA production. Interestingly, the IAA content was induced immediately at the beginning of water deficit and most maintained high expression levels after releasing from water deficit. Therefore, the role of endogenous IAA may be maintaining the necessary vegetative growth during floral inductive water deficits. In addition, according to the overview of the transcriptome profiles, 1638 genes were differentially expressed during the water deficit process. The KEGG analysis shows that the genes responding to water deficit are mainly related to plant hormone signal transduction, biosynthesis of secondary metabolites, as well as starch and sucrose, which has been suggested to be associated with floral initiation and flower development. Traditionally, sugars were regarded as energy supply, but recently sugars have been suggested to serve as signals during plant development (Lebon et al., 2008). Model plants containing mutations in starch biosynthesis or sugar transporter genes exhibit regulated flowering (Corbesier et al., 1998; O’Hara et al., 2013). These data indicated that plant hormones, starch, and sucrose may be involved in flowering induction under water deficit conditions.

Alternative splicing is involved in some important development processes in plants, such as flowering (Eckardt, 2002). To explore potential AS events during the water deficit process, we preformed computational analyses to determine AS junctions. Overall, our data indicated that 27% of lemon genes undergo AS, similar to the rate previously reported for trifoliate orange (Ai et al., 2012). However, this number is significantly lower than predicted in *Arabidopsis*, in which AS is estimated to occur in 61% of all genes (Wang and Brendel, 2006; Marquez et al., 2012). As previously reported in *Arabidopsis* and rice (Wang and Brendel, 2006), intron retention is the primary type of AS. This is different from trifoliate orange AS events in which the alternative 3′ spliced site is the most prevalent mechanism (Ai et al., 2012). The differences in AS frequency and alternative splice type between lemon and trifoliate orange may reflect underlying differences in pre-mRNA splicing regulation under stress conditions. It is also very possible that part of the differences has to do with the methods software settings and defaults used to construct the transcript build and AS analysis. In addition, trifoliate orange is phylogenetically fairly distant from lemon, and from different climate zones, that maybe another contributor to the differences. Many flowering-related genes of AS events were involved in floral inductive. For example, a previous study indicated that AS of trifoliate orange *FCA* has functional significance related to its role in the floral transition (Ai et al., 2016). AS of *FLC* was also associated with the transition from juvenile to mature trees in trifoliate orange (Zhang et al., 2009a). These AS events of flowering genes were also involved in water deficit-regulated flowering. The lemon *FT* ortholog has AS events, consistent with previous reports on *FT* of London plane (Zhang J. et al., 2011). Furthermore, the expression patterns of the different *CiFT* AS transcripts (*CiFT*α and *CiFT*β) were related to floral induction under water deficit treatment and hormone treatment conditions. Plants over-expressing *CiFT*α and *CiFT*β flowered earlier than the control in transgenic *Arabidopsis*. These results suggest that *CiFT* acts as a floral inducer during floral inductive water deficit.

In model plants, *GI* is a key regulator of the drought-escape response and promotes flowering via the photoperiod and circadian pathways (Mishra and Panigrahi, 2015). Under long-days condition, water deficit stress triggers transcriptional induction of *FT* and *TSF* in a manner dependent on GI and ABA. Under short days condition, water deficit and ABA are thought to activate floral suppressors, inhibiting the expression of *FT* and *TSF* (Riboni et al., 2013). In this study, the expression level of *GI* and the ABA content significantly increased during the water deficit treatment. Therefore, the regulatory mechanism of water deficit-regulated flowering in lemon may be similar to that of model plants. However, lemon *FT* and *TSF* were not found among the DEGs; only two other PEBP family members (*MFT* and *BFT*) were differentially expressed. This might be explained by the fact that FT protein is a mobile signal synthesized in leaves and transported to the shoot apical meristem (Turck et al., 2007; Zhang et al., 2009b). 

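The *GI* values (Cs3g21790) of the single libraries were 5.64, 4.97 and 4.21 FPKM at stage 1, 87.3, 91.3 and 100.8 FPKM at stage 2 and 25.93, 25.01 and 26.52 FPKM at stage 3, so the stages did not overlap. With each library left out in turn, the log2 fold change from stage 1 to stage 2 was 3.90 to 4.07. Stage 3 remained above stage 1 by a log2 fold change of 2.18 (standard error 0.10, adjusted p = 3.1e-08 from limma). The methods give the hour of collection for leaves and not for buds. From the increase of *GI* together with that of the ABA content, the paper proposes that the regulation of flowering by water deficit in lemon may resemble that of model plants.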

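The gene whose best match in the deposited table is FLOWERING LOCUS T of *Citrus unshiu* (Cs6g05140) was 1.03 ± 0.448 FPKM at stage 1, 1.38 ± 0.401 at stage 2 and 0.433 ± 0.394 at stage 3 (mean ± SD, n = 3). It was not called in any comparison. The log2 fold change was 0.24 at stage 2 (standard error 0.29, adjusted p = 0.54, limma) and -0.76 at stage 3 against stage 2 (adjusted p = 0.062). The libraries of stage 2 and stage 3 did not overlap. Which size of change could be detected at these low values was not tested.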

In order to confirm this speculation, the expression levels of *CiFT* were investigated in leaves. The results indicated that the levels of *CiFT* and promoter increased under water deficit conditions. This increased *CiFT* was correlated with more flowers being formed in trees under water deficit condition than control trees. Therefore, the accumulation of *CiFT* seems to be sensitive to water deficit. To this effect, buds from GA_3_-treated trees showed significantly decreased *CiFT* compared to the control trees.

In contrast, we were not able to identify *TSF* homologs gene in the citrus genome by using several *TSF*-like sequences from other plants as a query. In model plants, Yamaguchi et al. (2005) indicated that *TSF* gene acts as a floral pathway integrator and promotes flowering redundantly with *FT*. These results indicated that the transcripts *CiFT*β may play a similar role during the water deficit process. Our previous work revealed that the promotion of trifoliate orange flowering by *FT* and *TFL1* was largely achieved through up-regulation of *FT* and down-regulation of *TFL1* in trifoliate orange (Zhang et al., 2009b). However, we were unable to detect the expression of *TFL1* because of its low expression. In our previous study, the expression of *TFL1* also was not detected in the vegetative and flower buds of trifoliate orange by RNA sequencing (Zhang J.Z. et al., 2011). Therefore, the expression of *CiTFL1* was investigated during floral inductive water deficits. In treated bud samples, we noted reduced expression of *CiBFT* and *CiTFL1* in trees under water deficit condition but increased accumulation both control and GA-treated trees, indicating that water deficit acts as a negative regulator of the two genes. The promoters of *CiFT*, *CiBFT*, and *CiTFL1* were regulated by water deficit treatment. The promoters of *CiBFT* and *CiTFL1* were down-regulated and the promoter of *CiFT* was up-regulated under water deficit conditions. These results further indicated that the three genes play an important role during water deficit.

In addition, several putative homologs of *Arabidopsis* flowering-related and floral identity genes were found among DEGs under water deficit conditions besides members of the PEBP family and *GI*, such as *SPL6/8/9/13*, *GI*, *ELF3*, and *ELF4*. Some of these genes are required for light signal transduction pathways, while others encode components of the day length response or are involved in circadian clock function (Khan et al., 2014). For example, *ELF3* has been implicated as a suppressor of light signaling to the circadian clock (Dixon et al., 2011). In model plants, *ELF4* as a signaling intermediate in promotion of circadian clock function and photoperiod perception (Khanna et al., 2003). *GI* and *ELF4* exhibit differential phase-specific genetic influences over a diurnal cycle in *Arabidopsis* (Kim et al., 2012). *SPL* proteins constitute a diverse family of TFs that play fundamental roles in plant growth and development such as flowering (Preston and Hileman, 2013). In this study, the expression patterns of *CiELF3*, *CiELF4*, *CiGI*, and *CiSPLs* were closely correlated with floral induction during the water deficit process. However, no differences in gene expression were found throughout the experiment by GA3, NAA, ABA, and PBZ treatments. Although we could not identify the exact role of these genes, our expression data indicated that water deficit is essential for the up-regulation of these genes, suggesting that they may play an important role during floral inductive water deficits.

## Conclusion

To identify the physiological and molecular mechanism of lemon flowering during floral inductive water deficits, we analyzed the morphology, cytology, and gene expression profiles of buds and performed functional analysis of some of the key flowering genes. Our results reveal an interaction between water deficit and hormones in the activation of the florigen related genes, with the process requiring GI and the hormones ABA, GAs, and IAA (**Figure 8**). Before water deficits, ABA, GAs, and IAA are produced in the buds, and some stimulus coming from the lemon leaves allows the expression of the floral bud potential, with the high level of GAs and IAA interfering with it. Therefore, the buds do not form floral buds and continue to produce vegetative buds. At the beginning of water deficit treatment, GAs and IAA are decreased and ABA is rapidly increased in the buds, GI protein directly binds to the *FT* promoter, and *FT* is up-regulated, and then florigen and nutrients are gradually transported from leaves to the bud. FT protein is transported to the bud, where FT protein interacts with FD protein (a bZIP TF required for the transition to flowering promoted by FT) by competing against TFL1 protein. *TFL1* was reduced in buds by water deficit, and FD converts FT into a strong activator, which binds to the *AP1* promoter of floral meristem identity genes. *BFT* was also down-regulated by water deficit and reduced *BFT* levels further trigger *AP1* activation, which in turn contributes to up-regulation of floral organ gene. Finally, nutrients begin to accumulate in the lateral bud for flower bud differentiation and flowering.

**FIGURE 8:**
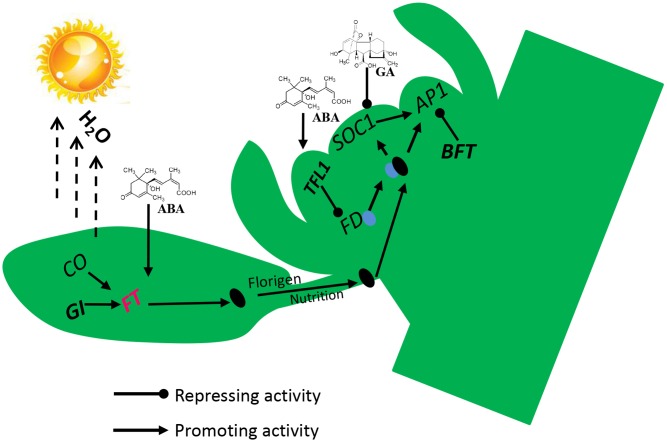
Proposed flowering model for molecular events occurring in lemon buds during floral inductive water deficits. Arrow-ended and blunt-ended lines represent process induction and suppression, respectively.

## Data Archiving Statement

The RNA-Seq data has been submitted to Gene Expression Omnibus (GEO) under accession number GSE90596. *CiMFT* (MF069597), *CiBFT* (MF069598), *CiTFL1* (MF069599), *CiFT*α (MF069600), and *CiFT*β (MF069601) have been deposited with the GenBank database. Meanwhile, the *CiMFT* (MF069602), *CiBFT* (MF069603), *CiTFL1* (MF069604), *CiFT* (MF069605) promoters have been also deposited with the GenBank database.

## Author Contributions

J-XL, J-ZZ, JZ, J-JZ, J-QY, C-XH, and C-GH conceived the research plan and supervised the experiments; H-BH, X-JH, J-YG, Y-XD, and JZ performed the experiments and analyzed the data; J-XL, J-JZ, and JZ-Z drafted the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

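RNA sequencing had been carried out on buds of lemon trees at 3 stages around a water deficit, with 3 biological replicates per stage, 9 libraries in all. The authors filtered the reads with the FASTX-Toolkit, mapped them with BWA to the sweet orange genome and calculated FPKM, and the deposited table holds 1 FPKM column per library for 22353 genes, with 2 decimals and with protein matches, GO and KEGG entries. The versions of these tools and the program that counted the reads are not given in the sources used here. All 9 columns were used, and each was matched to its library by the stage and replicate in its name. The stage means of the table differ from those in Supplementary Table S2 by at most 0.0067 FPKM. Supplementary Tables S1 and S2 were used for the identifiers, descriptions and reported genes.

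The main analysis was set before the data were examined, as were the alternatives described here. Values were transformed to log2(FPKM + 1), genes with an FPKM of at least 1 in at least 3 of the 9 libraries were kept (17729 genes), and limma with its trend option was fitted with 1 mean per stage and no covariate, so the 3 stages share 1 estimate of the spread. The choice of a test for counts had also been laid down in case the table held counts, and it was not needed because the values are FPKM. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the fold threshold of the paper. Every adjusted p in the text is from limma with this adjustment unless stated otherwise. Means are given with the SD of 3 replicates.

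The alternatives were limma without the trend, quantile normalization, scaling of each library by its median, no filter on low values, a stricter filter (at least 5 FPKM), pseudocounts of 0.1 and 0.01, a fit on only the 6 libraries of the stages compared, the replicate number as a block, no fold threshold, an adjusted p under 0.01, each of the 9 libraries left out in turn, and a NOISeq-style probability of at least 0.8 with an absolute log2 ratio of at least 1, computed from FPKM with 0 set to 0.01. The scaling and leave-one-out values of gene families were added after the data had been seen.

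The fit was tested on simulated data for stage 2 against stage 1, made from the levels and the spread of the real genes, with 200 genes changed by known amounts. These amounts all lay above the fold threshold, and genes of the lowest levels were not changed. Each gene had the same spread in every stage, unlike the real libraries. Recovery of changes near the threshold was therefore not tested. Of the 200, limma recovered 187 (93.5%), with and without the trend, and of the 17596 genes tested it called no unchanged gene with the trend and 1 without it. The NOISeq-style probability recovered 170 (85.0%) and called 28 unchanged genes among 22344. A second simulation of 100 data sets without any difference between stages gave the calls and directions to be found by chance in comparisons that share libraries. The highest count of called genes in these data sets was 3 for stage 2 against stage 1 and 1 for each other comparison.

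Depth in reads cannot be read from FPKM. The relative depth was taken from 351 genes whose values above 0 in 5 chosen libraries were whole multiples of the lowest within 3.5%. That lowest value, of at least 0.25 FPKM, was taken as 1 step. In each library, values between 0.75 and 1.35 times that step were used. The sampling of reads adds a spread that corresponds to 0.164 to 0.206 FPKM per pair of libraries, so genes under a few FPKM are known with low precision. No intervals from read counts are given. The median FPKM of the 17470 genes with values in all libraries was 13.3 to 14.6.

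The genes named in the text follow a rule written after the values of Supplementary Table S2 had been seen and before the deposited table was opened. They are the genes whose name or identifier the paper gives, the genes with the words abscisic, auxin, ethylene-responsive or ethylene response, or gibberellin in the descriptions of Supplementary Table S2, and in each comparison the 3 largest called rises and 3 largest called falls whose values do not overlap between the stages. Other genes and gene families are marked as chosen after their values were seen. The members of a family were found by words in the best match or in the description of Supplementary Table S2, and as an alternative by best match alone. The comparison with other splits of the libraries used all 10 splits of 6 libraries for each comparison and 100 of the 280 splits of the 9 libraries into 3 groups. Percentiles of gene families were taken among 10000 random lists of the same size and matched level.

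The computations were carried out with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternative splicing, real-time PCR, hormone contents and transgenic plants were not analysed here. A genome sequence and gene coordinates were not used here.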

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

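The calls and adjusted p values of the limma fit and of its alternatives were planned, and the other tests of this part were chosen after the results were seen.

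Genes called outside Supplementary Table S2. The paper does not report on 784 genes that limma called in at least 1 comparison. Of these, 677 have a mean FPKM under 5 and 107 have a mean of at least 5. Their median of 2.46 FPKM against 19.5 FPKM in the called genes of the table goes with the explanation that the limma fit calls more genes of low values than the NOISeq-style probability does. A biological difference between both sets of genes was not tested. Chance can be excluded as the source of the calls as a whole: of 100 splits of the 9 libraries into 3 groups of 3, only 1, the real one, gave as many called genes, and the next largest count was 1167 against 2312. For the single comparisons, in turn from stage 1 to 2, 2 to 3 and 1 to 3, the real split was the only 1 of 10 splits with as many called genes, and the other splits gave at most 1, 2 and 0 calls. With 3 libraries against 3 the share cannot fall under 0.1, so the splits alone cannot exclude chance there. In 100 data sets simulated without a difference between stages, at most 3, 1 and 1 genes were called, against 1391, 1322 and 874.

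Late embryogenesis abundant and dehydrin genes under water deficit. Dehydrins are named for the loss of water, and the paper does not discuss this family. The 10 tested genes, chosen after the values were seen by words in their best match or their description in Supplementary Table S2, include a desiccation-related protein gene (Cs9g01890), which neither text names as late embryogenesis abundant or dehydrin. They had a median log2 fold change of -0.93 at stage 2, during the water deficit. Of these, 8 were lower and 2 were higher, and limma called 4 as lower and none as higher. This median was at percentile 0.0 of 10000 random lists of the same size and level. Because that table describes only genes chosen as DEGs, the family was also taken by best match alone, which gave 9 genes with a median of -0.95, at percentile 0.1. Without Cs9g01890 the median of the other 9 was also -0.95. The called genes were orange1.1t02242 (288.1 ± 6.8 to 55.5 ± 11.6 FPKM), Cs9g01250 (221.2 ± 11.8 to 83.7 ± 8.97 FPKM), Cs1g13160 (7.1 ± 0.883 to 0.207 ± 0.358 FPKM) and Cs8g07520 (1.73 ± 0.729 to 0.21 ± 0.21 FPKM). The most abundant member, Lea5 (Cs9g04210), rose from 2090 ± 125.4 to 2942 ± 365.6 FPKM. Scaling of the libraries is argued against by a median of -0.82 under quantile normalization, the value nearest to 0 among the scalings. A single library is argued against by a median of -0.75 or lower with each library left out, the highest value being found without stage 2 replicate 3 and the lowest, -1.15, without stage 2 replicate 1. An exchange of the labels of stage 1 and stage 2 cannot be told apart by these values. Of the 13 expansin genes, tied to growth, 12 were also lower at stage 2, of which limma called 8, and 1 was higher (Cs2g26323, 0.64). Their median was -1.14, but all 13 are genes of Supplementary Table S2, chosen there as DEGs, and how expansins respond in these buds is not known from other libraries. Bud development or the date of collection also stays open, since the family was still low after irrigation returned, with a median of -0.97 at stage 3 against stage 1, and no watered trees of the same dates are among the libraries. A response of dormant or growing buds to water was not tested.

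Clock genes at stage 2. A gene with the PRR95-like protein as best match (orange1.1t00571), which the paper does not discuss, rose from 3.98 ± 0.538 to 46.9 ± 2.67 FPKM at stage 2 (log2 fold change 3.27, standard error 0.11, adjusted p = 2.9e-09, limma) and was 33.9 ± 4.09 FPKM at stage 3. It was chosen after its values were seen. The rise at stage 2 was also called for *GI*, an APRR7-like gene (Cs6g03960, 9.05 ± 0.0404 to 46.7 ± 0.914 FPKM) and an APRR5-like gene (Cs5g16360, 10.1 ± 0.985 to 33.3 ± 1.49 FPKM). These are 4 of the 13 clock genes tested, and 11 of the 13 were higher at stage 2 (10 of 13 under median scaling and under quantile normalization). The LHY-like gene (orange1.1t00580) went the other way, from 1025 ± 14.7 to 597 ± 27.8 FPKM (log2 fold change -0.78, standard error 0.04, adjusted p = 1.2e-07, limma), without reaching the fold threshold. A LUX-like gene (Cs6g16820) and an APRR1-like gene (orange1.1t04712) had log2 fold changes of -0.01 and 0.03. Scaling of the libraries is argued against, since 4 clock genes were called under median scaling and under quantile normalization as well. A different hour of bud collection stays open. The median absolute log2 change of the 13 genes, 0.52, was at percentile 98.6 of random lists. However, 3 of the 13 entered the list only by their description in Supplementary Table S2, which covers DEGs alone: the APRR5-like gene, *ELF4* (Cs7g31110) and the PRR95-like gene, whose best match lacks the words searched for. The 10 genes found by best match had a median of 0.36, at percentile 78.5, so at stage 2 the percentile does not show that the clock genes moved as a set. The same 10 genes were at percentile 96.6 for stage 3 against stage 2 and 98.7 for stage 3 against stage 1. Both a different hour and a response to the water deficit could give the called rises and the fall of the LHY-like gene. The hour of bud collection is not given in the paper's text, and the stages have 1 time of collection each, so these explanations cannot be told apart. The rise of *GI* that the paper reports is 1 of these rises.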

How the results depend on the processing

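The tests on the values of gene families were chosen after the results were seen, and the other alternatives before.

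The counts of called genes stayed within 1.5 times of 1391, 1322 and 874 for stage 2 against 1, 3 against 2 and 3 against 1, and of 2312 in total, under every alternative but one. Without the fold threshold, 6800, 6390 and 4845 genes were called, 9662 in total, because genes with small changes then count. Otherwise the total was lowest with the NOISeq-style probability (1636) and highest with a pseudocount of 0.1 (2876). With each library left out, the counts were 1350 to 1402, 1294 to 1336, 833 to 883 and 2271 to 2340. Of the 2312 genes, 2212 were also called under median scaling, 2159 under quantile normalization, 2280 with a pseudocount of 0.1 and 1713 under the stricter filter, and 2098 to 2173 with 1 library left out. The share of higher genes among the calls moved by less than 10 percentage points under both scalings. Without the fold threshold it went from 40.5% to 55.3% for stage 2 against 1 and from 66.0% to 45.0% for stage 3 against 2, so which direction has more calls there turns with the threshold. The count of genes called in all 3 comparisons, 94, was 1576 without the fold threshold and 59 with the NOISeq-style probability, and 86 to 98 with 1 library left out. The rule for another tool named a count test, which was not run because the values are FPKM, and limma without the trend took its place. The alternative of limma in place of the count test was likewise not run, since limma is the main analysis.

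The number of genes with a higher mean at stage 2 than at stage 1 fell under that of lower genes under median scaling (10124 against 11823). This follows from the scaling, since the median FPKM was 13.3 to 13.5 in stage 1 libraries and 13.8 to 14.6 in stage 2 libraries, and division by it lowers all genes of stage 2 alike. The number was 10938 to 11573 with each library left out. Among genes with a mean of at least 1 FPKM, 9830 were higher and 7888 were lower. For stage 3 against stage 1 the direction was the reverse among genes with a mean of at least 1 FPKM (9063 higher, 8628 lower), because the genes of low values are then left out. Median scaling kept the direction and widened the difference from 0.7% to 9.1% of the detected genes (10014 higher, 12010 lower). The direction was also the reverse without stage 1 replicate 1 (10991 higher, 10830 lower) and without stage 1 replicate 3 (11008 higher, 10766 lower), within a range of 10578 to 11008 higher genes. For stage 3 against stage 2 the lower genes were the more numerous in each count, with 9587 to 10288 higher genes with 1 library left out, 10508 under median scaling and 7536 among genes with a mean of at least 1 FPKM. Cluster 3 grew from 776 to 1185 genes when the genes called by limma were grouped, and the other clusters stayed within 1.5 times.

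For the named genes, 89 pairs of gene and comparison were followed, of which 68 were called and 21 were not. Limma without the trend, without the filter, on only the 6 libraries compared or with the replicate block changed none of the 89. Of the others, quantile normalization kept 82, median scaling 81, a pseudocount of 0.1 or 0.01 84 each, an adjusted p under 0.01 88 and the NOISeq-style probability 79 on the same side of the threshold and in the same direction. The stricter filter removed 4 and changed none of the remaining 85. Without the fold threshold, 14 more were called. The direction reversed for values near 0. The abscisic stress-ripening gene Cs3g21500 at stage 2 went from 0.05 to -0.02 under median scaling. IAA30 (orange1.1t01781) at stage 2 went from 0.03 to -0.04 under quantile normalization and -0.05 under median scaling, and ranged from -0.06 to 0.07 with 1 library left out, with values below 0 without stage 1 replicate 2 (-0.06) and stage 2 replicate 3 (-0.01). The cause was not tested. In the fits without 1 library, 72 of the 89 stayed the same in each fit in which the gene was tested and 17 changed in at least 1. The most changes came without stage 2 replicate 3, which made 3 weaker, 4 stronger and 1 reversed. Over the list of genes named in the paper, 53 to 59 of 67 were called in at least 1 comparison, against 57 with all libraries.

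With the replicate number as a block, 1390, 1319 and 872 genes were called, 2309 in total, of which 2293 are among the 2312. The numbers do not pair the libraries: the correlation across genes of the deviations of same-numbered libraries from their stage means lay between -0.102 and 0.032. The block changed no call of a named gene.

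Among the gene families, the median log2 change of late embryogenesis abundant and dehydrin genes at stage 2 was -0.97 under median scaling, -0.95 by best match alone and -1.15 to -0.75 with 1 library left out. The floral organ identity genes at stage 3 against stage 1 had a median of -0.18, which ranged from -0.24 to 0.08, with values above 0 without stage 1 replicate 1 (0.01), stage 1 replicate 3 (0.08) and stage 3 replicate 3 (0.08), so this median has no direction. What depth limits is the calling of genes of a few FPKM, for which the pseudocount changes the fold most. *BFT* (Cs8g15080) fell by 1.53 on the log2 scale at stage 2 with a pseudocount of 1 and by 5.81 with 0.01.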

Differences from the paper's values

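All tests reported in this part use alternatives set before the data were examined.

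For stage 1 to stage 2 the paper reports 489 genes as lower, and 827 were called here. The stricter filter (558) and the NOISeq-style probability (487) come within 1.5 times of the paper's value. The other alternatives do not, with 752 with an adjusted p under 0.01, 805 under quantile normalization, 812 without the trend, 822 with the block, 828 on 6 libraries, 835 without the filter, 927 under median scaling, 1060 and 1086 with the pseudocounts of 0.01 and 0.1, 3039 without the fold threshold and 780 to 841 with 1 library left out. The paper reports 59 genes shared by the 3 comparisons, and 94 were called in all 3 here. The NOISeq-style probability gave 59, and the stricter filter (87), an adjusted p under 0.01 (85) and the fits without stage 1 replicate 2 (87) and without stage 3 replicate 1 (86) came within 1.5 times of the paper's value. The remaining alternatives, 90 to 131 genes and 1576 without the fold threshold, did not. The paper's methods name NOISeq. For the other counts of DEGs, which are within 1.5 times of the paper's, the NOISeq-style probability is also the setting that reaches the paper's values, with 942, 922 and 686 genes against the paper's 944, 922 and 686, and 1636 against the paper's 1638.

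The paper gives 326 genes as not found from stage 2 to stage 3, and 590 were counted here. It gives 591 genes as not found from stage 1 to stage 3, and 329 were counted here. Each of the counts made here lies within 3 genes of the paper's value for the other comparison. No alternative applies to these counts. The paper assigns 1436 DEGs to GO categories, and 749 of the genes of Supplementary Table S2 have a GO term in the deposited table. No alternative was run for this count.

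Of 31 values compared, 8 are equal and 5 differ by more than 1.5 times. Smaller differences were found for the genes detected from stage 1 to stage 3 (the paper's 21947, 22024 here), the genes expressed in total (the paper's 22354, 22353 here) and the DEGs with homology to known proteins (the paper's 1519, 1619 here with a description in Supplementary Table S2).

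In its text the paper describes the ABA 8'-hydroxylase genes as higher under water deficit. Both were lower at stage 2, with log2 fold changes of -3.26 (Cs8g05940) and -1.22 (Cs6g19380), and higher at stage 3 than at stage 2, with 1.25 and 2.35. The abscisic stress-ripening genes, described in the same way, had log2 fold changes of 0.05 (Cs3g21500) and 0.58 (orange1.1t05396) at stage 2 and were not called there. Their calls, at stage 3 against stage 2, are falls.

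The gibberellin-related genes are described as higher at the beginning of the water deficit. Over the whole list 4 of 6 were higher and 2, Cs6g21260 (-2.01) and Cs6g17190 (-1.70), were lower. The auxin-induced proteins are described as higher, and 3 of 4 were, while Cs3g25900 was lower (-1.70). The paper describes 3 auxin response factors as lower. No auxin description in Supplementary Table S2 holds the words response factor, so the 3 genes described as auxin-responsive were taken in their place. Whether these are the genes meant is not known. Of these, 2 were lower, while IAA30 (orange1.1t01781) did not change (0.03). The ethylene-responsive genes are described as higher after the water deficit, and 14 of 16 were, while ethylene response 3 (Cs8g12880, -1.80) and ERF 1B (Cs9g10650, -1.54) were lower and belong to cluster 4.

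*ELF4* (Cs7g31110), *SPL13* (orange1.1t02597) and the auxin canalization gene Cs4g02600 are DEGs in the paper and were not called by limma in any comparison. *ELF4* reached -0.99 at stage 3 against stage 2, *SPL13* -0.99 and Cs4g02600 0.99 at stage 2. The NOISeq-style probability calls all 3, and the pseudocounts of 0.1 and 0.01 call them as well, with -1.02, -1.01 and 1.03 at 0.1. Median scaling (-1.06) and quantile normalization (-1.04) also call *SPL13*. Likewise, orange1.1t05392 at stage 3 (1.18) and Cs9g11120 at stage 2 are called by the NOISeq-style probability and not by limma. Cs3g10830, which was not tested by limma, is called by that probability too. The MADS genes that the paper mentions have no description with that word in Supplementary Table S2, and Cs5g10810 is the only gene chosen for real-time PCR with a MADS protein as best match, with a log2 fold change of 1.40 at stage 2.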

Other observations

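The calls and adjusted p values of the limma fit and of its alternatives were planned, and the other tests of this part were chosen after the results were seen.

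Stage 2 replicate 3 lies apart from the other libraries of its stage. Its spread beyond read sampling was 6.79% and 5.5% against replicates 1 and 2, which differed from each other by 3.1%. A lower depth alone is argued against as the whole cause, since read sampling has been taken out of these spreads, and the 95% bootstrap limits of the pairs with this library (6.24% to 7.24% and 5.13% to 5.94%) lie above those of replicates 1 and 2 (2.66% to 3.45%). In the genes of at least 500 FPKM, the coefficient of variation of its pairs was 10.1% and 6.2%, where read sampling gives 1.7% and 1.67%. RNA of another stage in this library is argued against, since the difference to stage 1 or stage 3 explained 1.1% of the variance of its deviations over 14147 genes. A different length of cDNA fragments in this library stays open. Across 59 genes, the value of 1 read relative to the other libraries went with the value of 1 read itself, with a Spearman rho of 0.80 (two-sided permutation test across genes, which are not independent replicates, p = 1e-05, the smallest the test can give). The p does not single out this library, since it was also small in stage 1 replicate 1 (rho 0.47, p = 4e-05), stage 2 replicate 2 (0.38, p = 4e-05) and stage 3 replicate 3 (-0.44, p = 5e-05), and stage 1 replicate 1 does not lie apart from its stage. Only the size of rho is largest here. By gene class, the median log2 difference of this library to the other 2 of its stage was -0.078 over 44 cytosolic ribosomal protein genes. It was 0.083 over 276 protein kinase genes. The difference between both medians had p = 9e-05 in a two-sided permutation test across genes, and neither class was tested alone. Between replicates 1 and 2 the medians were 0.027 and -0.048. This shift by class does not name its cause. A difference in library preparation remains a candidate explanation, and a biological difference of this group of trees was not tested.

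The libraries of stage 1 differ by little more than read sampling. The largest spread beyond sampling between a pair of them was 1.54%, against at least 2.35% at the other stages. Repeats taken from 1 pool of RNA could give this, and so could trees that are more alike before the water deficit. The values do not decide, since a spread between single libraries has no standard here, and both cannot be told apart. All stages share 1 estimate of the spread in the limma fit, so the small spread of stage 1 enters every comparison. The adjusted p may therefore not cover the variation between trees, also in the comparison that leaves out stage 1.

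Floral organ identity genes were not higher as a group at stage 3 than at stage 1, although the paper reports flower buds visible to the naked eye at that stage. The 8 tested MADS genes with such a best match, chosen after their values were seen, had a median log2 change of -0.18 against stage 1, at percentile 11.5 of random lists, with 4 higher and 4 lower. Limma called 1 of them as lower (orange1.1t02588, -1.17), but not without the trend, without the filter, with the smaller pseudocounts, with the block, with an adjusted p under 0.01, by the NOISeq-style probability, or without stage 1 replicate 1 (-1.17), 2 (-1.31) or 3 (-1.04) or stage 3 replicate 2 (-0.78). The median lay above 0 without stage 1 replicate 1 (0.01), stage 1 replicate 3 (0.08) or stage 3 replicate 3 (0.08). At stage 2 against stage 1, 7 of the 8 were lower (8 under median scaling and 7 under quantile normalization), with a median of -0.56 at percentile 1.4. Against that stage, 6 of the 8 were higher at stage 3 (7 under median scaling and 5 under quantile normalization), with a median of 0.22 at percentile 86.3, and limma called 1 of them, Cs7g11800 (1.30), as higher, though not without stage 2 replicate 1. For the change against stage 1, too few reads to show a rise are argued against as the whole cause, because for 5 of the 8 genes the 95% upper limit of the change lies below a doubling. For the other 3, Cs7g11800, Cs5g17820 and Cs6g19710, a doubling is not excluded. Few buds with flower primordia among the pooled buds could give these values as well as a later start of these genes. Both cannot be told apart by these values, with 1 pooled sample per group of trees. The paper's sections place a complete flower bud at 2 or 3 weeks, after primordia of all floral organs. This goes against a later start in the sectioned buds, and whether the pooled buds had reached that state is not shown here.

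Some genes of Supplementary Table S2 are carried by 1 library. In 6 genes, at least 80% of the FPKM of the higher stage came from 1 of the 3 libraries: Cs9g09810, Cs3g10830, Cs9g04450, Cs4g15130, Cs9g11120 and Cs5g20170. Of these, 3 are in the real-time PCR figure (Cs3g10830, Cs9g11120 and Cs5g20170). Another gene with the same best match exists for 4 of the 6, against 379 of the other 1630 genes called by the NOISeq-style probability (23.3%; two-sided Fisher's exact test, p = 0.03). Reads shared between near-identical copies fit this count. In stage 2 replicate 2, Cs3g10830 had 20.3 FPKM and Cs3g10820, with the same best match, had 3.39 FPKM, while in replicates 1 and 3 they had 0 and 21.1 and 0 and 19.2 FPKM. In stage 2 replicate 3, Cs4g15130 had 13.4 FPKM and Cs4g15140 had 37.5 FPKM, while Cs4g15140 had 55.4 and 58.6 FPKM in the other 2. A hypothesis is that the reads of such pairs were assigned to either copy from library to library. No such drop was seen in Cs9g04420, which has the best match of Cs9g04450. A biological difference between trees was not tested.

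The paper marks 4 of the 26 genes tested by real-time PCR as different from RNA sequencing. Their mean spread between replicates was 96.3% of the mean, with the highest mean at 3.63 FPKM, against 38.2% in the other 22 genes (one-sided exact permutation test, p = 0.089). Of the 22, 3 have a spread above the lowest of the 4 (44.4%). Spread between replicates at low values may explain the difference, but 4 genes are too few to decide.

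The expansin and aquaporin families and the genes with the word cyclin, chosen after their values were seen, moved in opposite ways in both steps. All 13 expansin genes are genes of Supplementary Table S2, chosen there as DEGs, and their median log2 change of -1.14 at stage 2 and 1.85 at stage 3 against stage 2 is in part a result of that choice. The 10 found by best match, also all in that table, had -1.08 and 1.26. The 14 aquaporin genes had medians of -0.61 and 1.11, and the 11 found by best match, of which 4 are in the table, -0.42 and 1.01. The 28 genes with the word cyclin had medians of -0.39 and 0.23, with 21 lower at stage 2 and 20 higher at stage 3. They are not all cyclins, since the word also found cyclin-dependent kinases, an inhibitor of these and a calcyclin-binding protein. Their medians therefore do not describe the cyclins alone. The 26 found by best match, of which 2 are in the table, had -0.35 and 0.23. These were at percentiles 0.1 and 98.7 of random lists. No explanation was tested for these. The medians of the 13 expansin and 14 aquaporin genes kept their direction under median scaling, quantile normalization and without each library. The 33 protein phosphatase 2C genes did not move in this way, with medians of -0.12 and -0.02. At stage 2 none of them was called higher and 2 were called lower.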
